# High-density genetic map and genome-wide association studies of aesthetic traits in *Phalaenopsis* orchids

**DOI:** 10.1038/s41598-022-07318-w

**Published:** 2022-02-28

**Authors:** Chia-Chi Hsu, Shu-Yun Chen, Shang-Yi Chiu, Cheng-Yuan Lai, Pei-Han Lai, Tariq Shehzad, Wen-Luan Wu, Wen-Huei Chen, Andrew H. Paterson, Hong-Hwa Chen

**Keywords:** Functional genomics, Genetic association study, Genetic markers, Genomics, Genotype, Plant breeding, Plant genetics, Population genetics, Quantitative trait

## Abstract

*Phalaenopsis* spp. represent the most popular orchids worldwide. Both *P. equestris* and *P. aphrodite* are the two important breeding parents with the whole genome sequence available. However, marker–trait association is rarely used for floral traits in *Phalaenopsis* breeding. Here, we analyzed markers associated with aesthetic traits of *Phalaenopsis* orchids by using genome-wide association study (GWAS) with the F1 population *P.* Intermedia of 117 progenies derived from the cross between *P. aphrodite* and *P. equestris*. A total of 113,517 single nucleotide polymorphisms (SNPs) were identified in *P.* Intermedia by using genotyping-by-sequencing with the combination of two different restriction enzyme pairs, *Hinp1* I/*Hae* III and *Apek* I/*Hae* III. The size-related traits from flowers were negatively related to the color-related traits. The 1191 SNPs from *Hinp1* I/ *Hae* III and 23 simple sequence repeats were used to establish a high-density genetic map of 19 homolog groups for *P. equestris*. In addition, 10 quantitative trait loci were highly associated with four color-related traits on chromosomes 2, 5 and 9. According to the sequence within the linkage disequilibrium regions, 35 candidate genes were identified and related to anthocyanin biosynthesis. In conclusion, we performed marker-assisted gene identification of aesthetic traits with GWAS in *Phalaenopsis* orchids.

## Introduction

The Orchidaceae is one of the largest families in angiosperm, with 27,315 species. *Phalaenopsis* is the most popular orchid genus, with approximately 92 species as well as 35,129 hybrids recorded for the registration in the Royal Horticultural Society^1^. Both *P. equestris* and *P. aphrodite* are two model orchid plants used in academic studies and are major breeding parents in orchid nurseries. The whole-genome sequences of *P. equestris*^2^ and *P. aphrodite*^3^ have been published and are available in Orchidstra^3^ (http://orchidstra.abrc.sinica.edu.tw) and OrchidBase^4^ (http://orchidbase.itps.ncku.edu.tw) , respectively. The genetic information for *P. equestris* has been used in several functional genomics studies of flower morphogenesis, pigmentation patterning, floral fragrances, stress response, etc.^5–12^. However, marker-assisted gene isolation has rarely been used for functional characterization of agricultural traits for *Phalaenopsis* breeding.

Marker-assisted selection (MAS) involves using molecular markers to support desired phenotypic selections in crop development. Next-generation sequencing technologies aim to effectively identify single nucleotide polymorphism (SNP) markers from ultra-throughput sequences. The method has revolutionized plant genotyping in crops and plant breeding^13,14^. To broaden next-generation sequencing use to large–genome crops, genotyping-by-sequencing (GBS) has been established and used to sequence pooled samples that identify the molecular markers and for the genotyping^15^. So far, GBS has been effectively used in genome-wide association study (GWAS) because of its cost-effectiveness and as an ultimate MAS^16^. Other applications of GBS are equally important in plants, such as study of genetic diversity, genetic linkage investigation, molecular marker detection, and genomic selection in breeding programs^14^. By genotyping large-size populations, GBS is an outstanding method for plant breeding, even without the information on reference genome sequences; examples of plants investigated are rapeseed^17^, lettuce^18^, switchgrass^13^, soybean^19^, and maize^20^.

GWAS is a useful and powerful approach for identifying genetic variations that underlie many important and complex phenotypes, especially quantitative trait loci (QTL) controlled by multiple genes^21^. In cassava, a useful GBS pipeline has been established to discover SNPs both within and among the mapping population and varied African cassava varieties, which improved the MAS programs to increase the disease resistance ability and the nutrition concerns^22^. Recently, several studies focused on GWAS for aesthetic floral traits even though it is not a major field for most crops. These studies involved rose^23^, cultivated sunflower^24^, woody plant *Prunus mume*^25^, and chrysanthemum^26^ and identified SNP markers associated with flower color and floral shape.

For *Phalaenopsis* breeding, both *P. equestris* and *P. aphrodite* are popular parents; in total, 35,129 hybrids have been registered by the Royal Horticultural Society^1^. *P. equestris* has small flowers 2.5 ~ 3.8 cm in floral diameter and various flower colors, including red flowers with red lip, red flowers with orange lip, white flowers with white lip, white flowers with yellow lip, and light blue-purple flowers. *P. aphrodite* has white and medium-size flowers 6 cm in diameter; it is the major breeding parent to offer pure-white flowers. The cross between *P. aphrodite* and *P. equestris* resulted in the F1 progeny *P.* Intermedia, containing red, pink, to white flowers with small to medium sizes. Therefore, *P.* Intermedia provides a good population for investigating floral aesthetic traits with MAS and GWAS. In addition, high-quality and well-annotated genome sequences have been published for both parent materials^2,3^ and could be used as reference genomes for SNP calling. However, GWAS has not been well established in *Phalaenopsis* orchids.

In this study, by using the valuable *P.* Intermediate population, we first constructed a genetic map of *P. equestris* by using SNPs obtained from GBS and previously identified simple sequence repeat (SSR) markers. We revealed the relationships by combining the SNPs and floral aesthetic traits to identify QTL that contribute to 4 different color-related traits in *Phalaenopsis*. This is the first report of the genetic map and flower color-related QTL in *Phalaenopsis* orchids.

## Results

### Distribution of various agricultural traits

We recorded flower size and flower color-related phenotypes from the 117 F1 progenies of *P.* Intermedia. A total of 16 phenotypes were assessed, including 12 traits involved in flower size and 4 involved in color-related traits. The entire flower, sepal, petal and lip were measured for their width, length and area. The color-related traits included petal magenta area, petal magenta, lip magenta and lip yellow color. The flower size-related traits showed a normal distribution (Fig. 1a–l), but the flower color-related traits showed a complex distribution (Fig. 1–p). We assessed the relationship among all characteristics, and most of the flower size-related traits were positively correlated, with strong significant values, the strongest correlation (correlation coefficient = 0.96, p = 9.8584E−52) being between flower area and petal area (Supplementary Table S1, combination 1). In addition, most color-related traits were positively correlated with each other, with the highest correlation coefficient 0.89 (p = 5.6991E−32) between petal magenta and petal magenta area (Supplementary Table S1, combination 8). However, a low positive to negative correlation was found between size-related and color-related traits (Fig. 2; Supplementary Table S1).

**Figure 1:**
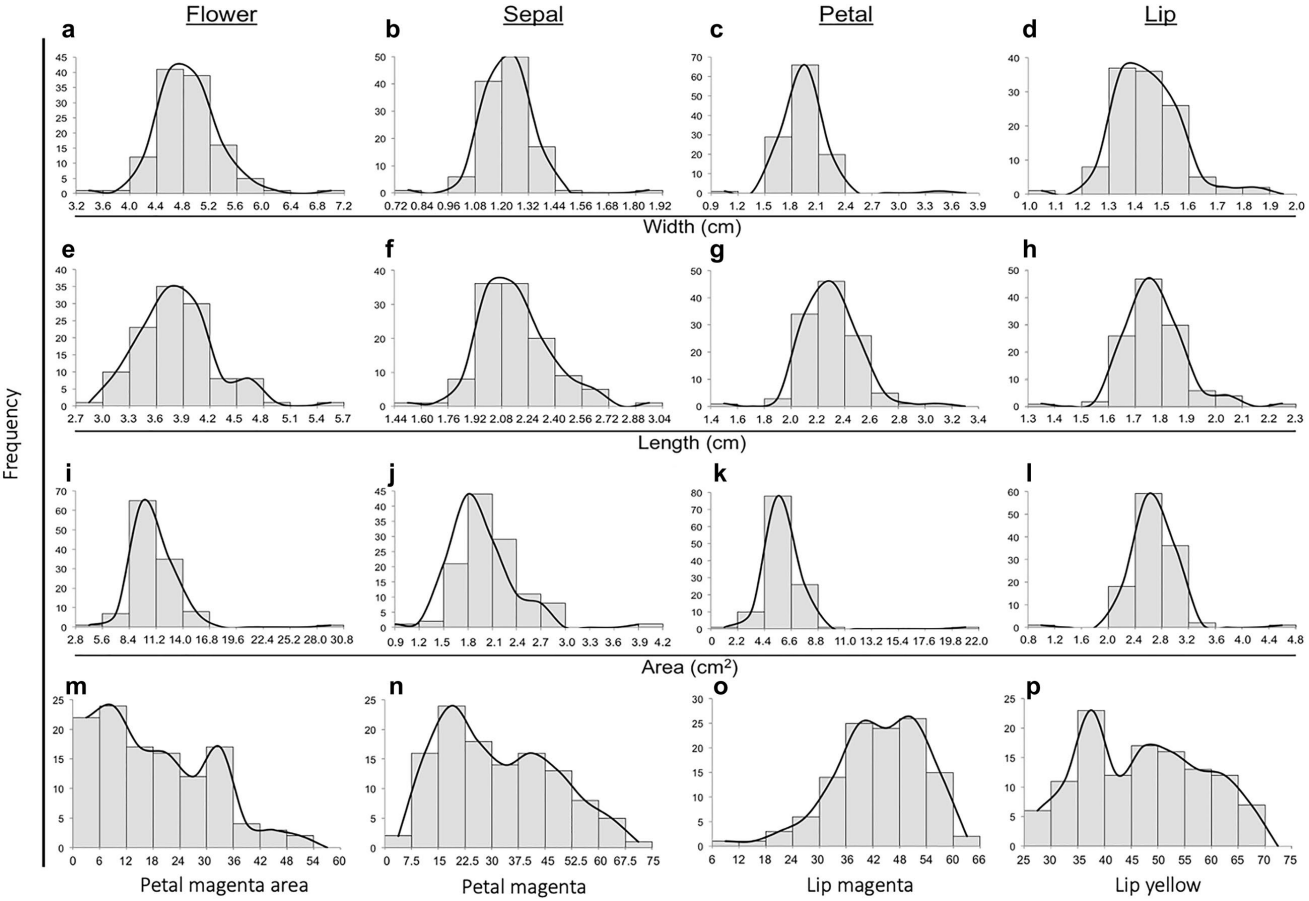
Distribution of flower aesthetic traits in *P.* Intermedia (**a**–**l**). For flower: a, e, I, m; for sepal: b, f, j, n; for petal: c, g, k, o; for lip: d, h, l, p. The aesthetic traits of width (**a**–**d**), length (**e**–**h**), and area (**i**–**l**). Frequency distribution of flower color-related traits in *P.* Intermedia (**m**–**p**). The color-related traits are magenta area in petal (**m**), magenta color in petal (**n**), red color in lip (**o**), and yellow color in lip (**p**).

**Figure 2:**
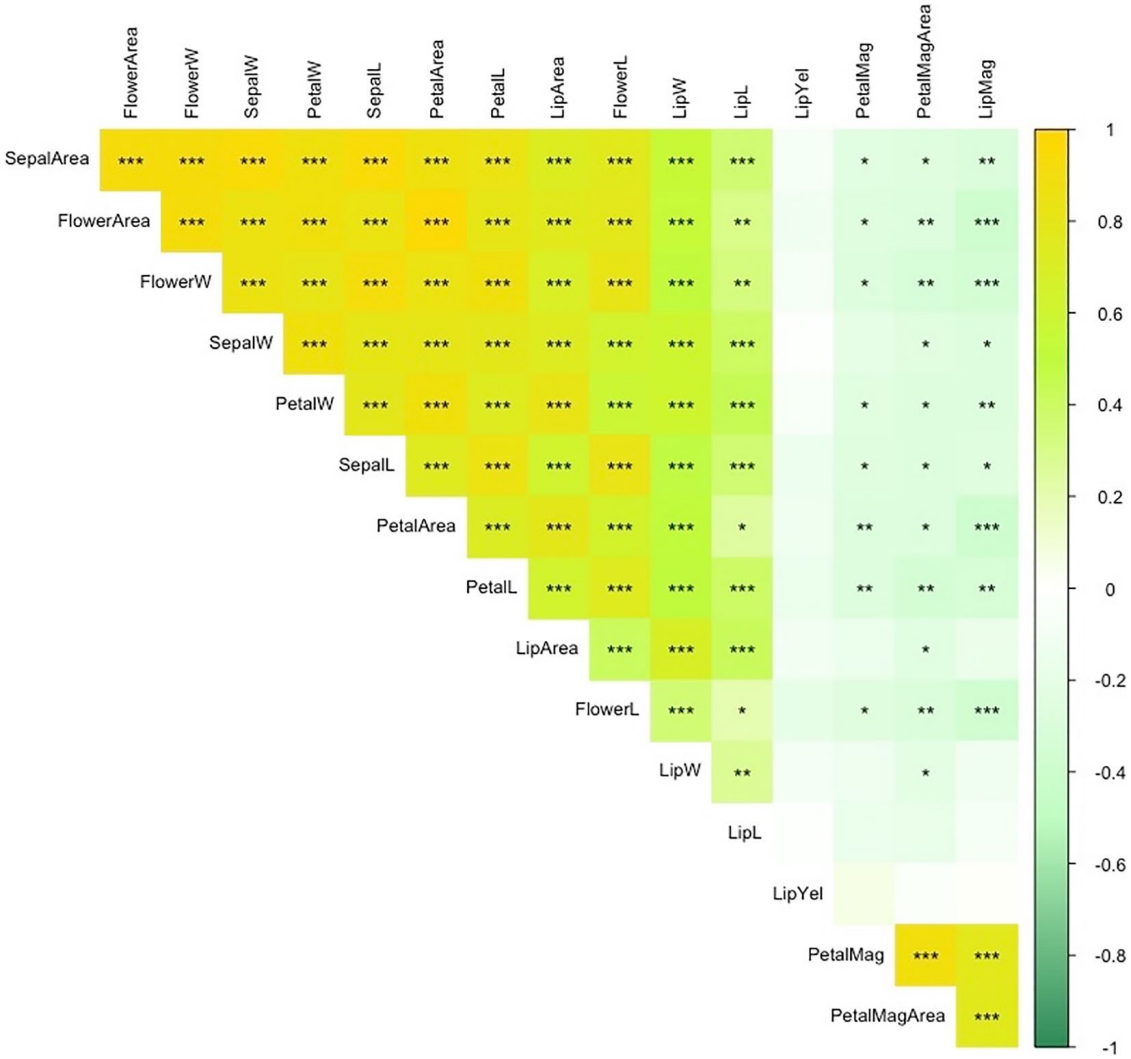
Correlation coefficients for all floral aesthetic traits. The yellow and green colors represent the positive and negative correlation coefficients estimated by Pearson correlation. *,**,***P < 0.05, 0.01, 0.001, respectively.

### Genetic map and distribution of SNPs in the Phalaenopsis genome

With GBS, the SNP numbers obtained by using different restriction enzyme combinations of *Hinp1* I/Hae III and *ApeK* I/Hae III were 1,633 and 111,884 by Mi-seq and Hi-seq, respectively. 

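GBS reads only the ends of DNA fragments cut by restriction enzymes, so that the same small part of the genome is sequenced in many plants at once. The libraries were made from leaf DNA of the F1 progeny and their parents, P. aphrodite (Pa) and P. equestris (Pe). There were 4 multiplexed libraries, on plates 1 and 2 for each enzyme pair. For the ApeKI/HaeIII libraries the methods name a HiSeq2000 and the sample labels a HiSeq2500. The authors mapped the reads with Bowtie 2, called SNPs with TASSEL and deposited 1 table of genotype calls in which both enzyme pairs are merged. Each SNP has 1 call per plant, which is homozygous, heterozygous or missing. The table holds no read counts, so the depth behind each call is unknown, and it does not say which enzyme pair or plate gave a call. It has 92 columns of plants, of which 90 are progeny and the others are Pa and Pe. Calls at SNPs with 2 base alleles were turned into dosages (0, 1 or 2 copies of the minor allele), and missing calls were left out pair by pair. Over these SNPs 33.4% of calls were missing. The plants differed widely in this respect. In 30 progeny between 69.3% and 96.3% of calls were missing, with a median of 93.3%, whereas in the other 60 progeny and both parents the range was 0.803% to 40.3%, with a median of 2.40%. As a result only 7644 of the 113517 SNPs (6.73%) had missing calls in at most 20% of plants. Over these SNPs the distance between Pa and Pe, the chance that alleles drawn from each differ, was 0.657, above the highest value between well-called progeny (0.441), but over the remaining 105873 SNPs it was 0.377, below the progeny median of 0.417. Values over all SNPs therefore pool 2 sets of SNPs in which the parents' columns differ in this way.

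**Figure D1:**
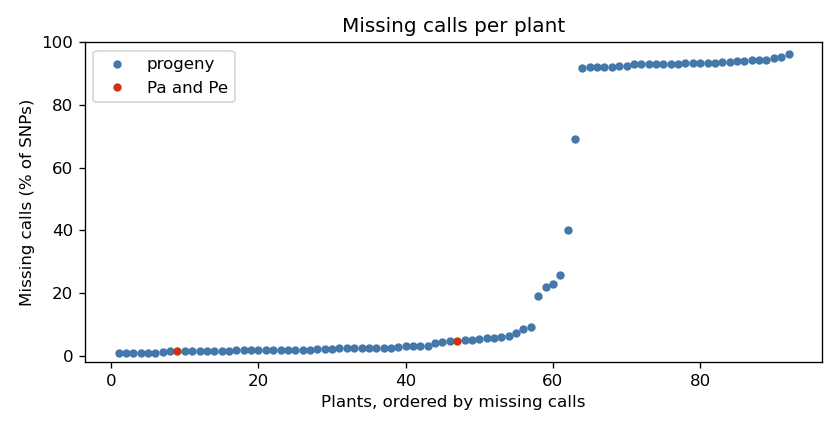
Missing calls (% of SNPs, y axis) in each of the 92 plants, ordered from fewest to most missing calls on the x axis; each point is 1 plant. The 30 progeny at the right lie at 69.3% or higher, and all other plants lie at 40.3% or lower.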

A total of 1,191 SNPs from *Hinp1* I along with 23 SSRs previously identified by Dr. Wen-Luan Wu’s lab^27^ were successfully used to construct a genetic map for the F1 population of *P.* Intermedia (Supplementary Table S2), which revealed 27 linkage groups (LGs) (Supplementary Table S3). With the assistance of 21,350 BAC-end sequences (BESs)^27^, the 27 LGs were further assembled into 19 homologous groups (HGs) (Supplementary Table S4; Fig. 3). The number of total markers in each HG ranged from 15 in HG 19 to 144 in HG 14. These markers spread to a total map length of 15,192.05 cM, with a physical distance of 875,501 bp and average distance between two SNPs of 721 kb (Supplementary Table S4).

**Figure 3:**
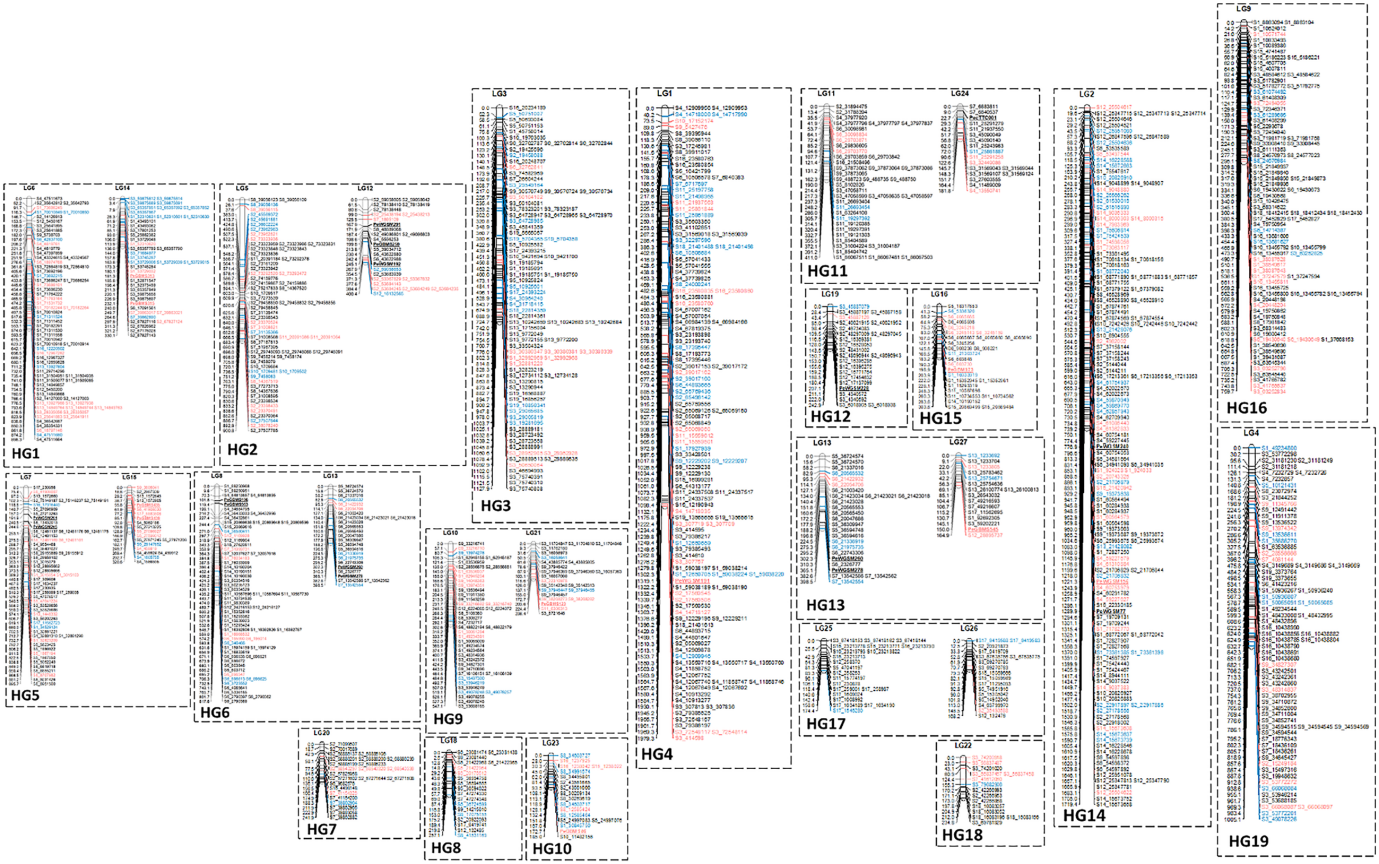
The genetic linkage map for *Phalaenopsis* that contains 19 potential homologous groups (HGs). The 19 HGs were assembled from 27 linkage groups (LGs) based on *P. equestris* BAC-end sequences (BESs).

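The deposited table had 115866 entries. Of these, 114349 had exactly 2 base alleles and 1517 had an insertion, a deletion or more alleles. Restricting the count to entries with 2 base alleles on chromosomes 1 to 19, a rule chosen after the table was seen, left 113517 SNPs. The lowest minor allele frequency was 0.05 and the median 0.333. The filter on missing calls moved the count most. With missing calls in at most 20% of plants, 8301 of the 115866 entries were left.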

A total of 113,517 SNPs from the two enzyme digestions were used in GWAS. The SNP number in each chromosome ranged from 24,121 for chromosome 1 to 1636 for chromosome 19, and the average distance between SNPs ranged from 16,266 bp in chromosome 2 to 2849 bp in chromosome 19. 

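The number of SNPs with 2 base alleles was highest on chromosome 1 (24121) and lowest on chromosome 19 (1636). Dividing the chromosome lengths of Table 1 by these numbers gave the longest average distance on chromosome 2 (16266 bp, from 13802 SNPs) and the shortest on chromosome 19 (2849 bp). On 16 of the 19 chromosomes the last SNP lay beyond the length listed in Table 1. On chromosome 19 it was at position 13277102, against a listed length of 4661377 bp, and 992 SNPs lay beyond that length.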

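Over chromosomes 1 to 19, total length divided by SNP number gave 8854 bp per SNP, with an SD between chromosomes of 3511 bp. The SNPs were strongly clustered. The median distance between adjacent SNPs was 31 bp. The average rose to 131491 bp over SNPs with missing calls in at most 20% of plants.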

The average distance between SNPs in the whole genome was 8854 bp (Table 1). To identify the genomic structure in the F1 population, we used multidimensional scaling (MDS) analysis based on the total SNPs above and showed that the genomic structure should be assessed in the following GWAS analysis (Supplementary Fig. S1).

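Classical MDS was run on pairwise distances between the 92 plants over 113517 SNPs, where a distance is the chance that alleles drawn from each plant differ. Coordinate 1 held 4.87% and coordinate 2 held 3.01% of the variation. The SD of the share on coordinate 1, from MDS of 16 single chromosomes, was 4.07 percentage points. The limit for outlying plants was 6 median absolute deviations from the median on either coordinate, and 8 progeny lay beyond it: PaPe4, PaPe15, PaPe20, PaPe51, PaPe52, PaPe63, PaPe76 and PaPe89. The parents were not among them. Across settings the number of plants beyond the limit ranged from 2, with the filter on missing calls, to 14, by principal component analysis. The share on coordinate 1 ranged from 3.23% with that filter to 6.78% by difference in dosage. Over the 7644 SNPs with missing calls in at most 20% of plants, Pa and Pe were beyond the limit and none of the 8 progeny was. From its MDS the paper states that genomic structure should be assessed in the GWAS.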

**Table 1:** Distribution and frequency of single nucleotide polymorphisms (SNPs) identified using the genotyping-by-sequencing.

Chromosome	Chromosome length (bp)	Number of SNP in chromosome	Average distance between SNPs (bp)
1	258,396,435	24,121	10,713
2	224,508,944	13,802	16,266
3	70,575,877	8805	8015
4	67,241,588	6726	9997
5	49,315,034	8784	5614
6	39,338,091	7383	5328
7	36,994,609	5184	7136
8	35,905,232	4584	7833
9	30,537,433	3428	8908
10	29,494,005	3861	7639
11	25,713,836	2204	11,667
12	26,363,526	3707	7112
13	25,495,552	2286	11,153
14	22,079,116	2000	11,040
15	20,647,704	3648	5660
16	16,685,943	5094	3276
17	11,213,544	3806	2946
18	9,947,944	2458	4047
19	4,661,377	1636	2849
Total	1,005,115,790	113,517	8854

### GWAS results for flower color-related traits and candidate genes

GWAS was used to identify the SNPs correlated with floral aesthetic traits. Ten SNPs were identified for color-related traits contributing to phenotype variations for lip yellow color (LipYel), lip magenta color (LipMag), petal magenta color (PetalMag) and petal magenta area (PetalMagArea) (Figs. 4, 5, 6, 7). 

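All 10 SNPs of Table 2 were found in the deposited calls, and each had missing calls in at most 20% of plants. The trait values were not analysed here, so the data below concern the genotypes alone. LD between the SNPs was measured as r2 of dosages over the progeny, with a two-sided permutation test (100000 permutations) and Benjamini-Hochberg adjustment over 45 pairs. The SNPs formed 2 groups, which follow the traits. SNPs chosen for association with the same trait in this cross tend to be correlated, and the permutations do not allow for that choice. The paper also reports little correlation between lip yellow color and the magenta traits. The grouping and its p-values are therefore no evidence apart from the traits. Among the 4 SNPs for lip yellow color, all 6 pairs were past the adjusted threshold of 0.05, with r2 from 0.297 to 0.621. Among the 6 SNPs for the magenta traits, all 15 pairs were, with r2 from 0.256 to 0.849. Of the 24 pairs with 1 SNP from each group, 0 were past it, and their highest r2 was 0.0276 (adjusted p = 0.37 in the permutation test). Treating heterozygous calls as missing moved this count most among the settings fixed before the data were examined, from 21 to 16 pairs past the threshold. S5_10776122 then keeps only G, so its pairs have no r2, and S9_14147427 keeps 49 C and 1 T. The lower count is therefore not evidence of weaker LD.

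**Figure D2:**
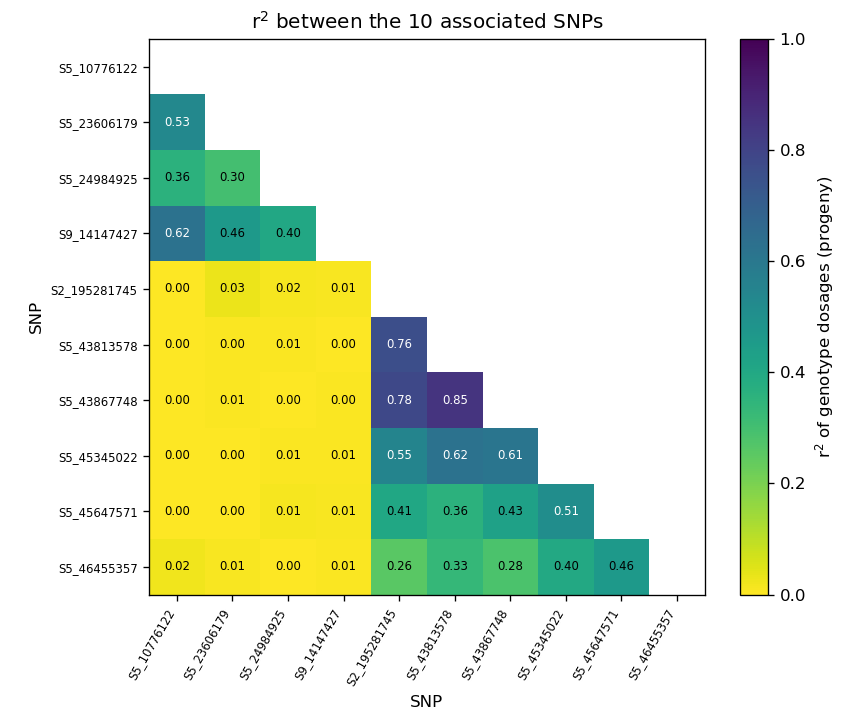
r2 of genotype dosages in the progeny for each of the 45 pairs of the 10 associated SNPs (SNPs on both axes; the color and the number in each cell give r2). Cells within the lip yellow group reach 0.621 and within the magenta group 0.849, and the highest cell between the groups is 0.0276.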

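Each SNP is named by its chromosome and position, and the reference build is not given in the sources used here. S9_14147427 lies on chromosome 9, but its dosage was in LD with S5_10776122 on chromosome 5. In 90 progeny r2 was 0.621, Pearson's r was -0.788 and Spearman's rho was -0.823 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give; adjusted p = 2.2e-05). The r2 was 0.754 in the 60 progeny with calls at most SNPs and 0.425 in the 30 with few calls. S2_195281745 on chromosome 2 was in LD with S5_43813578 on chromosome 5, with r2 of 0.761 in 77 progeny (Spearman's rho 0.873, permutation p = 1e-05; adjusted p = 2.2e-05). This r2 was 0.751 in the 56 progeny with calls at most SNPs and 0.821 in the 21 with few calls.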

Of note, seven SNPs were associated with only one color-related trait: S2_195281745 on chromosome 2 and S5_43813578 on chromosome 5 were associated with the PetalMagArea trait, and SNP S5-10776122, S5-23606179, and S5-24982925 on chromosome 5 and S9-14147427 on chromosome 9 were associated with the LipYel trait. In addition, SNP S5_45647571 on chromosome 5 was related to the PetalMag trait. 

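S5_45647571 has alleles C and T. Pa was called C and Pe was called heterozygous (Y). Of the 88 progeny with a call, 47 were C, 34 were Y and 7 were T. The ratio of C to Y did not depart from 1:1 (exact two-sided binomial test, p = 0.182; adjusted p = 0.455 over the 10 SNPs). A homozygous T plant is not allowed by these parental calls. Over all 10 SNPs the same test of the 2 most frequent classes gave a lowest p of 0.101, and 0 SNPs had an adjusted p under 0.05. At S2_195281745, S5_24984925, S5_43813578, S5_43867748 and S5_46455357 those classes were opposite homozygotes, which the parents' calls do not predict. A ratio near 1:1 there does not mean that the SNP segregated as the cross predicts.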

The remaining three SNPs affected multiple traits. For example, SNP S5_45345022 located on chromosome 5 could explain the variation in PetalMagArea and PetalMag traits. 

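S5_43867748 was called T in Pa and A in Pe. Its progeny were 41 A and 41 T, with 8 progeny not called and no heterozygous call. S5_46455357 was called C in both parents, yet 45 progeny were A and 37 were C. In 77 progeny the r2 between these SNPs was 0.284 (Spearman's rho 0.533, permutation p = 1e-05; adjusted p = 2.2e-05), and in the 59 with calls at most SNPs it was 0.210 (permutation p = 0.00069). S5_43867748 was also in LD with S2_195281745 on chromosome 2, with r2 of 0.783 in 82 progeny (Spearman's rho -0.885, permutation p = 1e-05; adjusted p = 2.2e-05).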

The SNPs S5_43867748 and S5_46455357 on chromosome 5 contributed to the traits LipMag, PetalMagArea and PetalMag.

**Figure 4:**
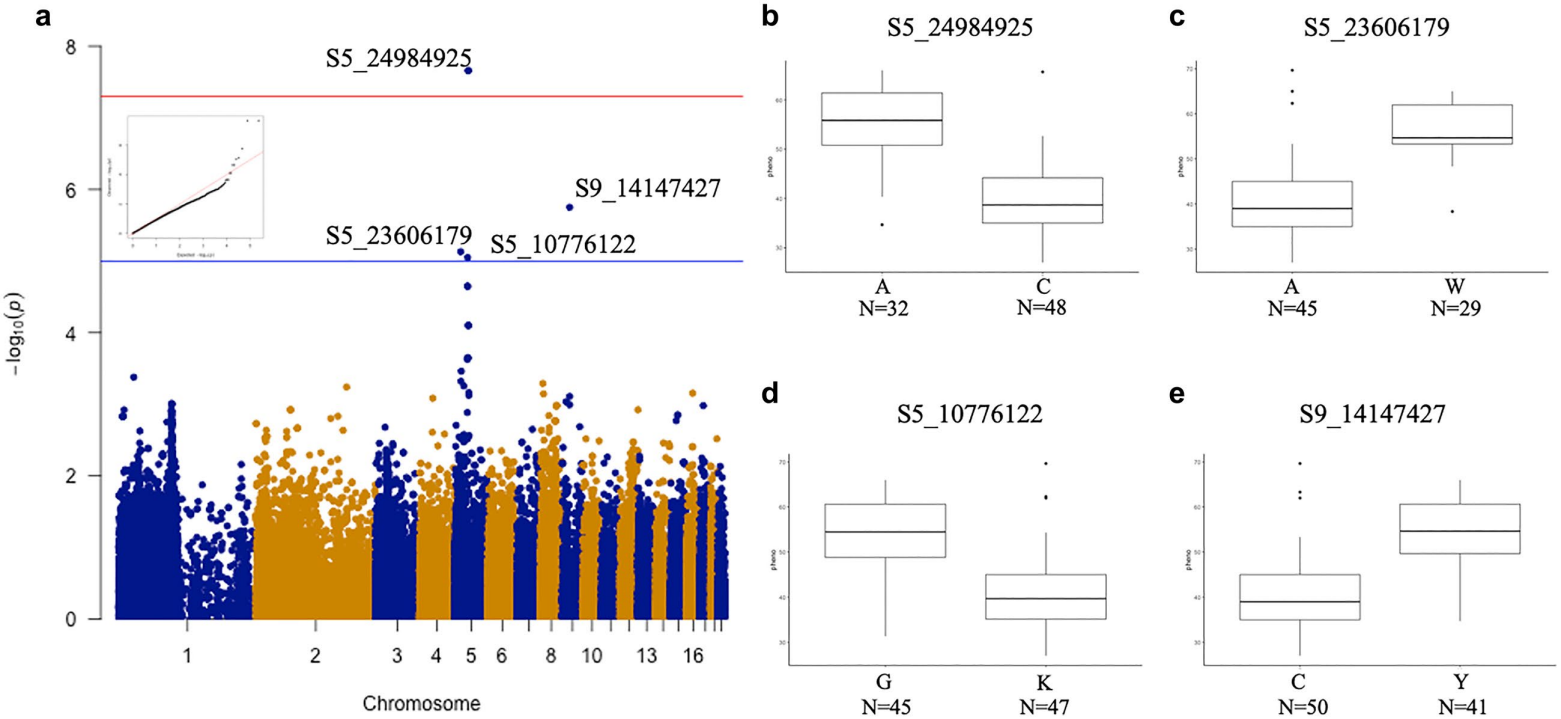
Genome-wide association study (GWAS) of lip yellow color. (**a**) Manhattan plot of lip yellow color, (**b**) difference in lip yellow color level by single nucleotide polymorphism (SNP) type at position S5-24984925, (**c**) SNP type at position S5-23606179, (**d**) SNP type at position S5-10776122, (**e**) SNP type at position S9-14147427. N indicates the individual number of this SNPs.

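The number of plants in each class of Figs. 4 to 7 was compared with the calls. All 20 class sizes printed in these figures equalled the counts over 92 columns, parents included, and 8 of the 20 equalled the counts over progeny alone. At S5_10776122, 46 progeny were heterozygous (K) and 44 were G, and Pe and Pa had these same calls. At S9_14147427, 49 were C, 40 were Y and 1 was T. At S5_23606179, 44 progeny were A, 29 were W and 8 were T, where Pa was A and Pe was T. At S5_24984925, 47 progeny were C, 32 were A and 9 were heterozygous (M), where Pa was C and Pe was M. For S5_23606179 the ratio of the 2 most frequent classes gave p = 0.101 and for S5_24984925 it gave p = 0.115 (exact two-sided binomial tests against 1:1, adjusted p = 0.455 for each). The parents' calls predict neither of these ratios.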

**Figure 5:**
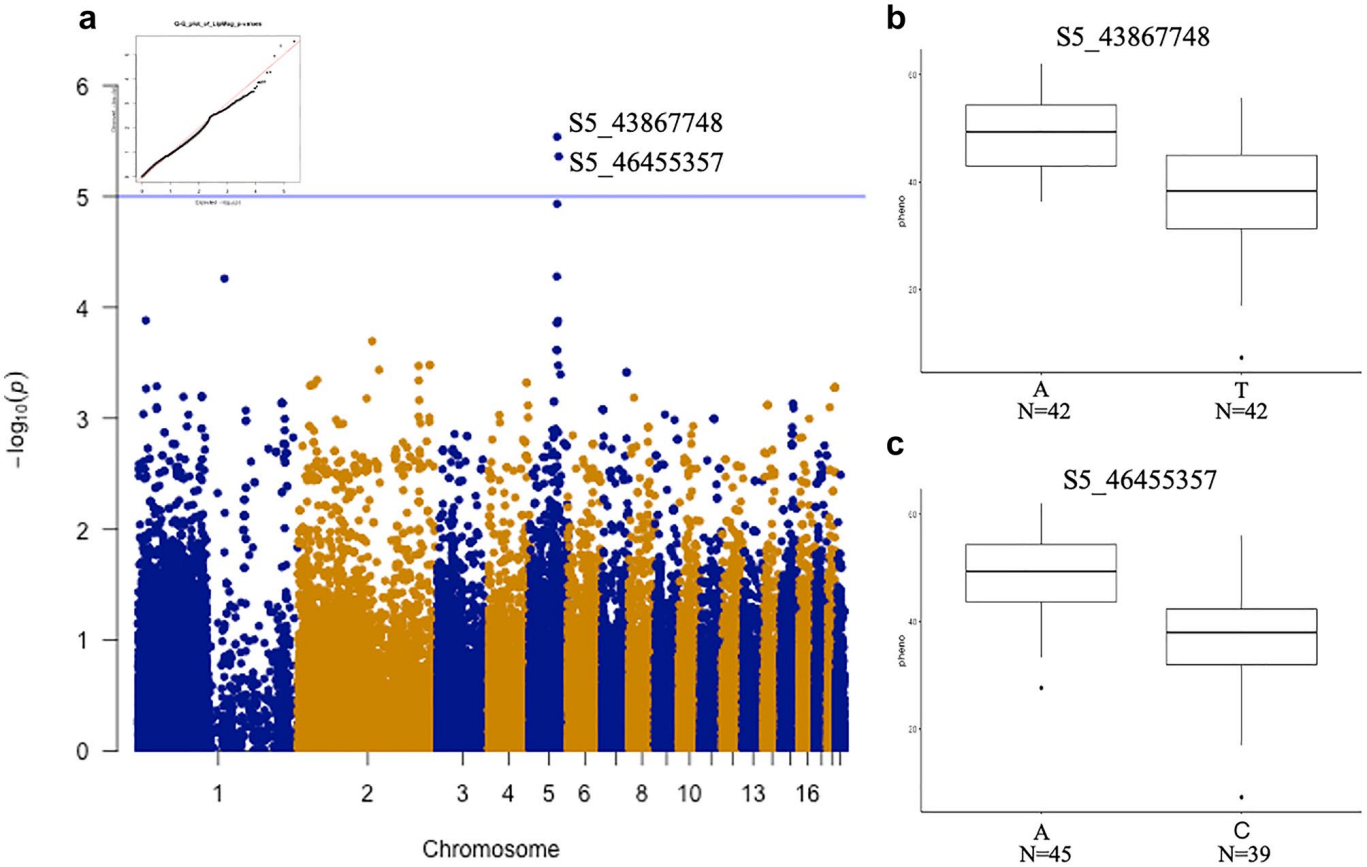
GWAS of lip magenta color. (**a**) Manhattan plot of lip magenta color, (**b**) difference in lip Magenta color level by SNP type at position S5-43867748, (**c**) SNP type at position S5-46455357. N indicates the individual number of this SNPs.

**Figure 6:**
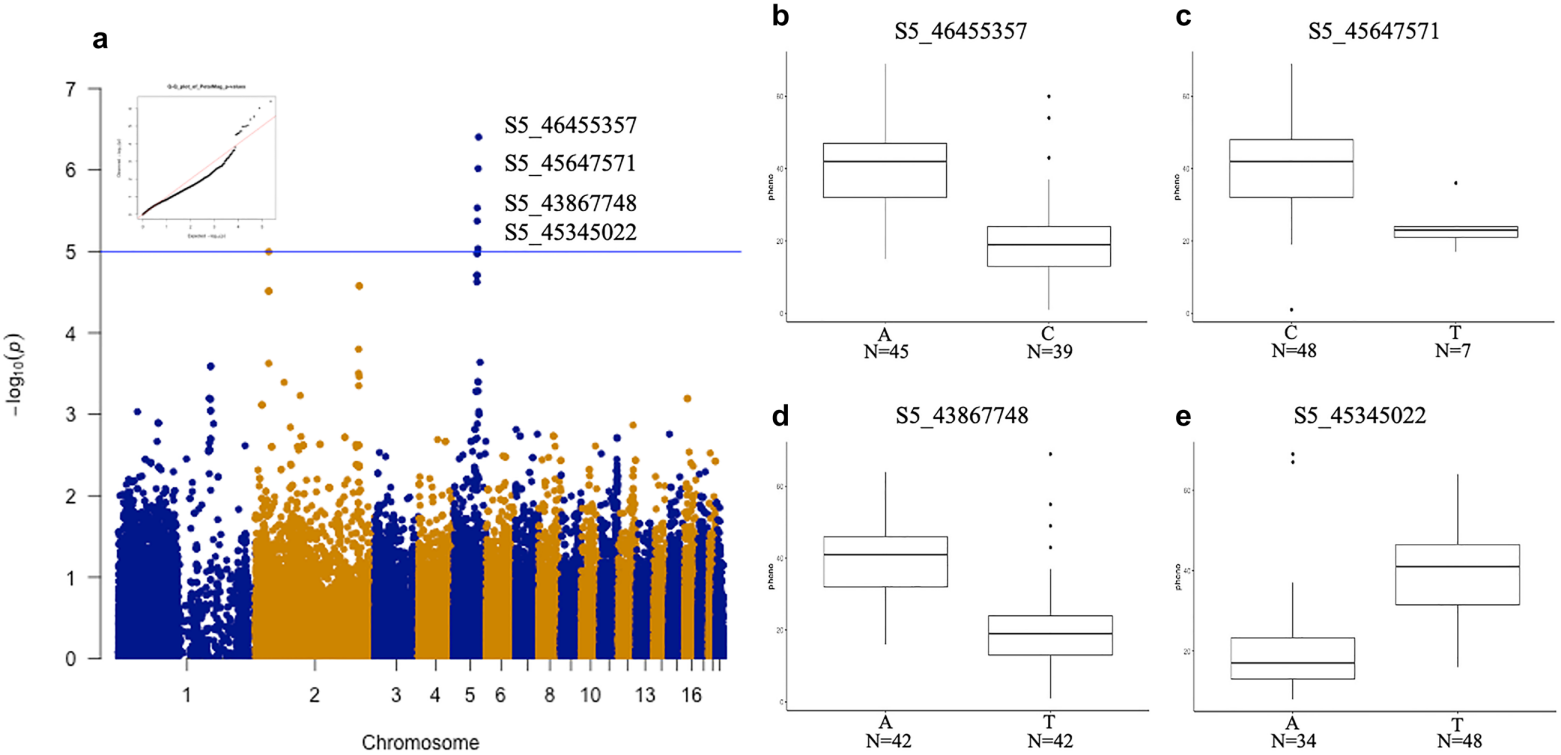
GWAS of petal magenta color. (**a**) Manhattan plot of petal magenta color, (**b**) difference in petal magenta color level by SNP type at position S5-46455357, (**c**) SNP type at position S5-45647571, (**d**) SNP type at position S5-43867748, (**e**) SNP type at position S5-45345022. N indicates the individual number of this SNPs.

**Figure 7:**
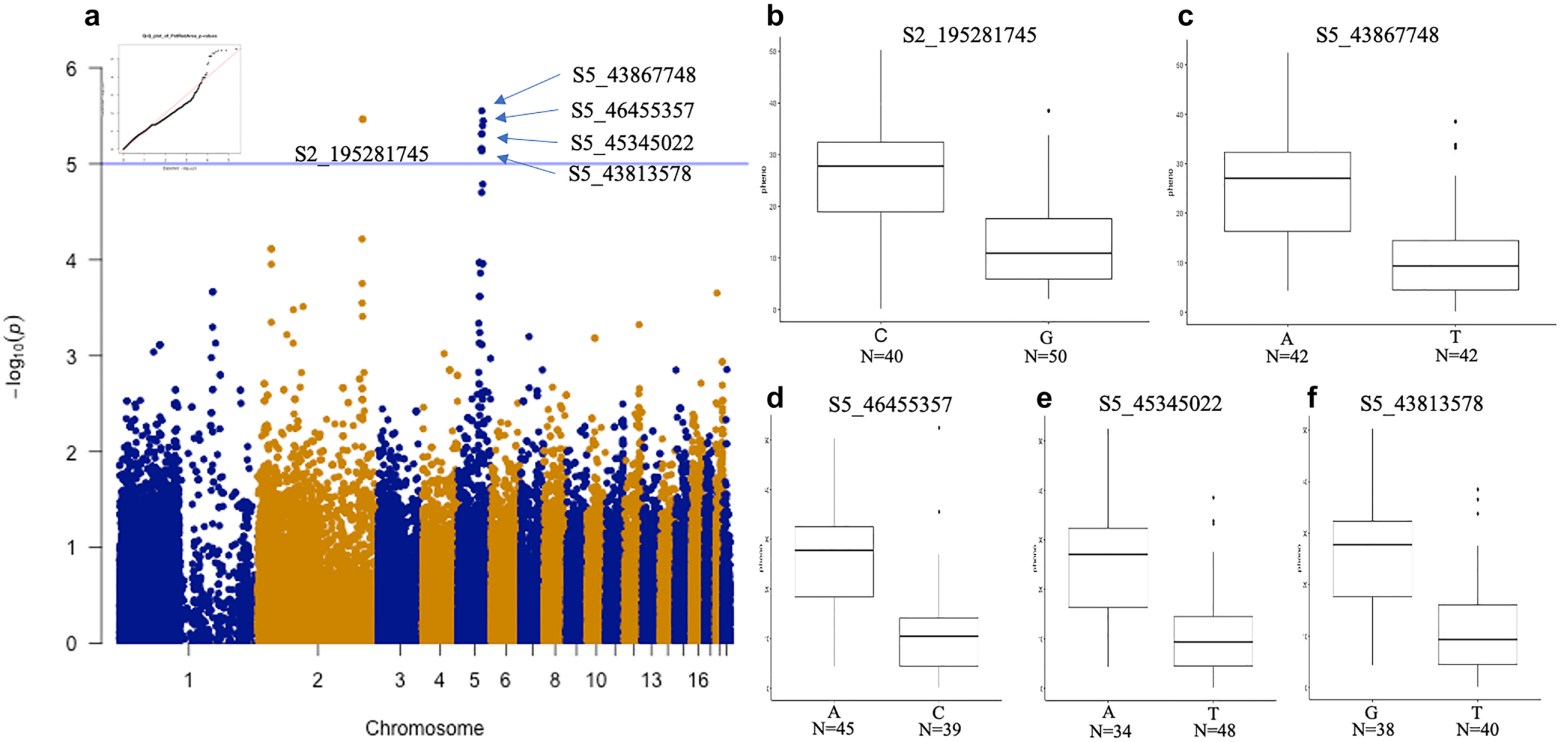
GWAS of petal magenta area. (**a**) Manhattan plot of petal magenta area, (**b**) difference in petal magenta area by SNP type at position S2-195281745, (**c**) SNP type at position S5-43867748, (**d**) SNP type at position S5-46455357, (**e**) SNP type at position S5-45345022, (**f**) SNP type at position S5-43813578. N indicates the individual number of this SNP.

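At S2_195281745, 50 progeny were G and 39 were C, and no progeny call was heterozygous, although Pe was called heterozygous (S) and Pa was C. S5_43813578 had 39 T and 38 G progeny, with Pe heterozygous (K) and Pa called T. S5_45345022 had 48 T and 34 A progeny, with Pe heterozygous (W) and no call for Pa. The 2 homozygotes did not depart from 1:1 at these SNPs (exact two-sided binomial tests, the lowest p of the 3 was 0.151, adjusted p = 0.455). At S2_195281745 and S5_43813578 the parents' calls predict 1 homozygote and the heterozygote instead, so this ratio does not test the cross. Heterozygous calls made up 26.3% ± 4.25 (SD between 90 progeny) of all progeny calls at the 113517 SNPs. At 52153 of these SNPs (45.9%) the 2 most frequent classes were opposite homozygotes.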

We calculated the linkage disequilibrium (LD) for this population based on SNPs. The LD decay was 50 Kb, with r^2^ ˂ 0.12 (Supplementary Fig. S2 across all chromosomes. 

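LD was measured as r2 of dosages between SNPs of the same chromosome in the 90 progeny, with 1 SNP chosen per 5 kb for its few missing calls (27128 SNPs) and at least 20 plants called at both SNPs. The mean r2 was 0.181 for pairs up to 5 kb apart and 0.156 for pairs 45 to 50 kb apart, with an SD between chromosomes of 0.0265. It was 0.123 between 500 and 1000 kb and 0.0371 between 9000 and 10000 kb. For SNPs on different chromosomes the mean r2 was 0.0253 ± 0.00386 (SD between chromosomes), against 0.0181 from the number of plants alone. The summary used moved the value at 45 to 50 kb most, since the median r2 there was 0.0341. With SNPs with missing calls in at most 20% of plants the mean was 0.0582. Pairs 1 to 50 kb apart with 1 SNP from this set and the other from the remaining SNPs had a mean r2 of 0.0220 ± 0.00454 (SD between chromosomes) in 56 well-called progeny, close to the 0.0204 between chromosomes. From its LD plot the paper states a decay at 50 kb and takes this distance as the region searched around each SNP. Under the main settings used here, most of the fall in mean r2 came beyond that distance. The mean was still 0.153 between 50 and 100 kb and 0.141 between 100 and 500 kb, above the paper's 0.12. A decay complete by 50 kb was therefore not seen under these settings.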

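Within 50 kb on each side, the number of other SNPs ranged from 0 at S5_46455357 to 22 at S5_43867748. The highest r2 between an associated SNP and a neighbor had a median of 0.502, with an SD of 0.370 between SNPs. It was 1 at S2_195281745 and S5_43813578, and 0.00627 at S5_45345022, where 5 neighbors were present, 0 of them with missing calls in at most 20% of plants as S5_45345022 itself has. Random SNPs of the table had a median highest r2 of 1, and the associated SNPs with neighbors lay between percentiles 0 and 43.5 of them, with a median of 18.8. Many random SNPs tie at an r2 of 1, which caps these percentiles. The highest possible r2 of 1 gave only 41.8 at S2_195281745 and 43.5 at S5_43813578. Most SNPs of the table have many missing calls, however, and 54 of the 94 neighbors were of that kind. Among random SNPs with missing calls in at most 20% of plants, a comparison chosen after the data were seen, the associated SNPs lay between percentiles 0.80 and 55.2, with a median of 44.8. The 55.2 again belongs to an r2 of 1, at S2_195281745. Neighbors within 1 kb can lie on the same sequenced fragment. Among neighbors more than 1 kb away the highest r2 was 0.701 at S5_43813578, 0.502 at S5_23606179, 0.434 at S5_24984925, 0.111 at S2_195281745, 0.0649 at S5_43867748, 0.00627 at S5_45345022 and 0.00179 at S5_10776122. At the last 3 of these SNPs, 0 of the neighbors more than 1 kb away had missing calls in at most 20% of plants. With a window of 100 kb the median highest r2 was 0.617.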

The sequence within 50 Kb upstream and downstream of the significant SNPs was then extracted and screened for candidate genes by using a BLAST search against the NCBI nr database (https://blast.ncbi.nlm.nih.gov/Blast.cgi). Matched genes with total score > 150 were kept and narrowed down to 35 candidate genes based on the BLAST targeted species of *P. equestris*. 

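Around S5_45647571 there were 2 SNPs within 50 kb, both within 1 kb, with a highest r2 of 0.132. Of these, 0 had missing calls in at most 20% of plants, so this r2 is only between the 2 sets of SNPs. S5_10776122 had 6 neighbors, 3 of them with missing calls in at most 20% of plants, and a highest r2 of 0.163. The candidate genes themselves were not analysed here, because no reference genome or annotation was used. These calls therefore give the LD of neighboring SNPs and not the position of any gene.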

Anthocyanin biosynthesis-related genes, such as MYB genes and flavanone 3-hydroxylase (F3H5), were identified within the LD region of the associated SNPs S2_195281745, S5_10776122, S5_43813578 and S5_45647571. Other genes including a MADS box protein (*SUPPRESSOR OF OVEREXPRESSION OF CO 1, SOC1*), ABC transporter B family, sugar transport protein, auxin-binding protein, tubby-like F-box protein and GEM-like protein were also identified within the LD regions related to the phenotype traits LipYel, PetalMagArea, LipMag and PetalMag (Table 2).

**Table 2:** Candidate genes located in the upstream and downstream region of linkage disequilibrium to trait-associated SNPs based on the NCBI blast.

Associated SNP	Chr	Position	Associated Trait	r2	*p* value	Candidate gene	E value	Total Score
S5_10776122	5	10,776,122	LipYel	0.26	7.41E−06	*Phalaenopsis equestris* putative amidase C869.01 (LOC110029361), mRNA *Phalaenopsis equestris* flavanone 3-hydroxylase (F3H) gene, promoter region and 5' UTR	0 1.00E−50	3334 334
S5_23606179	5	23,606,179	LipYel	0.33	8.91E−06	*Phalaenopsis equestris* ammonium transporter 1 member 2-like (LOC110038906), mRNA *Phalaenopsis equestris* MADS box protein (SOC1) gene, complete cds	0 0	4556 2726
S5_24984925	5	24,984,925	LipYel	0.51	2.19E−08	*Phalaenopsis equestris* sulfoquinovosyl transferase SQD2-like (LOC110027696), transcript variant X2, mRNA *Phalaenopsis equestris* phosphoenolpyruvate carboxykinase (ATP) (LOC110027691), mRNA *Phalaenopsis equestris* ABC transporter B family member 26, chloroplastic (LOC110027673), mRNA	0 0 3.00E−57	1593 4899 1452
S9_14147427	9	1,414,742 7	LipYel	0.36	1.77E−06	*Phalaenopsis equestris* GEM-like protein 5 (LOC110032887), mRNA *Phalaenopsis equestris* cysteine-rich and transmembrane domain-containing protein A-like	0.00E+0 0 6E-114	2215 587
S2_195281745	2	195,281,745	PetalMagAre a	0.35	3.43E−06	*Phalaenopsis equestris* histone H2B.1-like (LOC110024163), mRNA *Phalaenopsis equestris* transcription factor MYB52-like (LOC110024256), mRNA *Phalaenopsis equestris* agamous-like MADS-box protein AGL65 (LOC110024229), transcript variant X6, mRNA *Phalaenopsis equestris* MADS box protein (SOC1) gene, complete cds	0 0 0 4E−175	1031 2298 2879 2416
S5_43813578	5	43,813,578	PetalMagAre a	0.38	4.88E−06	*Phalaenopsis equestris* subtilisin-like protease SBT1.4 (LOC110018389), mRNA *Phalaenopsis equestris* keratin-associated protein 4–6-like (LOC110018400), mRNA *Phalaenopsis equestris* MADS box protein (SOC1) gene, complete cds *Phalaenopsis equestris* uncharacterized LOC110025306 (LOC110025306), mRNA *Phalaenopsis equestris* sugar transport protein 8-like (LOC110025176), mRNA *Phalaenopsis equestris* MYB11 promoter region *Phalaenopsis equestris* retrotransposon HORT1 hypothetical protein gene, complete cds	0 0 0 0 6E−34 2.00E−13 2.00E−13	5451 2572 4336 802 165 194 194
S5_45647571	5	45,647,571	PetalMag	0.41	9.59E−07	*Phalaenopsis equestris* 40S ribosomal protein S3-3-like (LOC110023171), mRNA *Phalaenopsis equestris* eukaryotic peptide chain release factor GTP-binding subunit ERF3A (LOC110023165), mRNA *Phalaenopsis equestris* MADS box transcription factor 5 (MADS5) gene, promoter region and 5' UTR *Phalaenopsis equestris* flavanone 3-hydroxylase (F3H) gene, promoter region and 5' UTR	0 5E−139 3.00E−42 1.00E−30	2132 3574 193 154
S5_45345022	5	45,345,022	PetalMagAre a PetalMag	0.39 0.37	4.00E−06 9.26E−06	*Phalaenopsis equestris* uncharacterized protein At4g06744-like (LOC110023166), mRNA *Phalaenopsis equestris* auxin-binding protein ABP19a-like (LOC110023170), mRNA *Phalaenopsis equestris* MADS box transcription factor 4 (MADS4) gene, promoter region and complete cds	0 0 2E-124	3827 3510 466
S5_43867748	5	43,867,748	LipMag PetalMagAre PetalMag	0.31 0.32 0.35	2.89E−06 2.80E−06 2.91E−06	*Phalaenopsis equestris* cytochrome P450 71A1-like (LOC110018390), mRNA *Phalaenopsis equestris* serine/threonine-protein kinase RIPK-like (LOC110018387), mRNA *Phalaenopsis equestris* MADS box protein (SOC1) gene, complete cds *Phalaenopsis equestris* keratin-associated protein 4–6-like (LOC110018400), mRNA *Phalaenopsis equestris* probable serine/threonine-protein kinase PBL23 (LOC110037276), mRNA	0 0 0 0 1E−164	3333 2651 4336 1119 599
S5_46455357	5	46,455,357	LipMag PetalMagAre PetalMag	0.30 0.31 0.38	4.36E−06 3.57E−06 3.93E−07	*Phalaenopsis equestris* digalactosyldiacylglycerol synthase 1, chloroplastic (LOC110019456), mRNA *Phalaenopsis equestris* monoacylglycerol lipase-like (LOC110019459), mRNA *Phalaenopsis equestris* tubby-like F-box protein 1 (LOC110029707), mRNA	0.00E+00 0.00E+00 4.00E−31	5407 3513 156

## Discussion

### Flower size-related traits are highly related

Flower size and color are important aesthetic traits for ornamental flowers. We estimated the correlation of each group of flower traits, such as size-related traits and color-related traits, and found significant positive correlations within each group. This finding make sense that the width and length of each flower organ affect the entire flower size. Previous study showed flower disc diameter positively correlated with disc area in sunflower^24^. However, we found significant negative correlations between size-related and color-related traits. Similarly, a negative relation was discovered between petal length and red accumulation in *Camissoniopsis cheiranthifolia*^28^. In addition, carotenoid content in cultivated sunflower was found negatively correlated with flower size traits^24^. These results suggest that the larger the size, the lighter the yellow/red color for the F1 population of *P.* Intermedia. However, more studies are needed to determine the control mechanism between flower size and color.

### Genetic map for P. equestris

Several genetic maps are available for Orchidaceae, with different molecular markers, including *Dendrobium*, *Vallina,* and *Phalaenopsis*. In *Dendrobium*, 349 polymorphic loci are identified from the cross between *Dendrobium officinale* × *D. aduncum* with a total length of 1580.4 cM and 19 LGs, covering 71% of the genome^29^. In addition, specific locus-amplified fragment sequencing was used recently to build genetic maps: a genetic map with high density was developed by the cross of *D. moniliforme* and *D. officinale*, with a longer length map of 2737.49 cM and 19 LGs^30^. In vanilla, a genetic linkage map with total length of 1035.85 cM and 18 LGs was built based on 225 amplified fragment length polymorphism markers^31^. In *Phalaenopsis*, 2905 SNP markers from restriction site-associated DNA sequencing with the cross between *P. aphrodite* and *P. modesta* was used to build a genetic map with a total length of 3075.8 cM and 22 LGs, with 85% coverage of the *P. aphrodite* genome^3^. In this study, we used 1191 SNPs and 23 SSRs to successfully construct a genetic map of 19 HGs with length of 15,192.05 cM and 875,501 kb, which is equivalent to the chromosome number of *P. equestris,* that covered 75.5% of the genome region. With the assistance of abundant BESs, the linkage map was assembled into 19 homologous maps.

### Flower color-related QTL

GWAS is a state-of-art study for identifying genomic loci associated with desired traits^32^. Understanding the numbers and locations of loci regulating a trait is important to resolve genetic architecture and is valuable to plan a successful breeding strategy. Therefore, combining a high-throughput genotyping technology and a precise phenotyping method provides precise results for the GWAS analysis. The GBS approach we used provides rapid, cheap, high-throughput, and reliable results for genotyping hundreds of individuals in one population^33^. We obtained 113,517 SNPs after combining two different GBS libraries (*Hinp1* I/*Hae* III and *ApeK* 1/*Hae* III), with an average distance between 2 markers of 8854 bp/SNP, and these markers supported a great resolution for the GWAS. However, no SNPs were identified for the association with size-related traits. Increasing the population size with enlarged flower size variations may be needed for future GWAS.

### Candidate genes of red color-related QTL

Ten SNPs showed significant associations with the 4 color-related traits, and 3 were associated with more than one trait (Table 2). Pleiotropy has been found a common phenomenon in floral trait QTL^34^. QTL with pleiotropy may contribute to similar phenotypes, including petal length, sepal length and stamen length, or affect the phenotype for different traits, such as flower length, scent and pigmentation^34^. In our study, the situation of pleiotropy showed that the SNPs S5_45345022, S5_43867748 and S5_46455357 contributed to PetalMagArea and PetalMag, affecting the color magenta and the color distribution by the same QTL.

The regulation of flower color is a complex network; many factors affect the performance. For instance, plant hormones^35^, sugar transportation^36^, environmental stress^37^, retrotransposon activation^38^, carotenoid and anthocyanidin biosynthesis pathway^39^, and regulatory genes such as the MYB family^40^ and MADS-box family^41^ are all involved in the flower color regulation network. We identified 35 candidates within 10 QTL for 4 different color-related traits after a BLAST search of the NCBI nr database; 26 candidate genes located within 6 QTL related to 3 different traits: PetalMagArea, PetalMag and LipMag (Table 2). These genes include *MYB52*-like gene and the *MYB11* promoter region around the significant SNPs S2_195281745 and S5_43813578, respectively, correlated with the PetalMagArea trait. Different genes in the MYB family have the function of determining red color in floral tissue by regulating anthocyanin biosynthesis; examples are *OgMYB1* in *Oncidium*^42^, *GmMYB-G20-I* in soybean^43^, and the *MYB117* promoter in the hybrid poplar *Populus tremula* × *tremuloides*^44^. *MYB108* regulates the color of petal, stigma, calyx and bud in the woody plant *Prunus mume*^25^*,* and R2R3*-MYB* from *Phalaenopsis* controls floral pigmentation patterning^11^. In addition, MADS-box genes are involved in the anthocyanin pathway in potato^41,45^ and *Phalaenopsis* orchid^46^. We identified the MADS-box family genes *AGL65*, *MADS5*, and *MADS4* within the QTL of the SNPs S2_195281745, S5_45647571, and S5_45345022, respectively (Table 2), so they may not only regulate floral morphogenesis but also be involved in the anthocyanin biosynthesis pathway.

Sucrose activation^36^ and sucrose signaling pathways^47^ also affect anthocyanin accumulation. We identified a sugar transport protein 8-like gene within the LD region of the significant SNP S5_43813578. In addition, auxin, the important plant hormone for plant growth and development, has a role in anthocyanin modification in apple^48,49^. We found an auxin-binding protein *ABP19a*-like gene within the QTL S5_45345022 for PetalMag and PetalMagArea traits. Cytochrome P450 is required for fully activating the formation of flower color^50,51^. We identified a cytochrome P450 71A1-like gene associated with the SNP S5_43867748 for LipMag, PetalMag and PetalMagArea traits. In addition, 2 serine/threonine-protein kinases, RIPK-like and PBL23, were identified within the LD region associated with the SNP S5_43867748 for LipMag, PetalMag and PetalMagArea traits. This result is consistent with a previous study of rose, in which a serine/threonine-protein kinase, PBS1, was a candidate gene modifying anthocyanin content in petal^23^. Insertion of an *HORT1* retrotransposon controlling flower color was confirmed recently^38^. In our study, a short fragment of *HORT1* was found within the QTL S5_45647571.

### Candidate genes of yellow color-related QTL

Nine candidate genes located within 4 QTL contributing to the LipYel trait included flavanone 3-hydroxlase (*F3H*) gene and sulfoquinovosyl transferase *SQD*-2 like gene (Table 2). A short fragment of *F3H* was found in the QTL S5_45647571, also associated with the PetalMag trait. Thus, *F3H* may be involved in regulating both red and yellow colors in *Phalaenopsis* flower. The role of *F3H* in the anthocyanin biosynthesis pathway has been investigated carefully, and it was found to have an important role regulating red color accumulation in flower^37,39,52^. For regulating yellow color, less expression of *F3H* was found in yellow fruit of *Fragaria vesca* as compared with red fruit^53^, and minor amino acid differences caused no anthocyanin accumulation in *Gentiana lutea*^54^. In addition, *F3H* loss by antisense suppression produced a yellow carnation^55^. The evidence from these previous studies indicates that *F3H* may be involved in red and yellow flower color regulation and support our findings in this study. These candidate genes within the QTL most likely participate in and support their roles for these color-related traits.

Overall, most candidate genes identified by GWAS were correlated with anthocyanin biosynthesis, and the rest of them were discovered for the first time to be involved in regulating flower color; examples are ammonium transporter 1, the ABC transporter B family, GEM-like protein, histone *H2B.1*-like, and digalactosyldiacylglycerol synthase 1. *SOC1*, a MADS-box gene, was identified within QTL associated with all color-related traits, with a high total score and significant E-value, so *SOC1* may participate in the flower color regulation pathway. *SOC1* functions to regulate flowering time and floral development^56,57^. Our report is the first to reveal its function related to flower color regulation, possibly by regulating very upstream signals. However, more experiments are needed to confirm this.

In conclusion, this study provides the first marker-assisted gene identification of important agricultural traits in *Phalaenopsis* with GWAS and found that the associated SNPs could be used as selection markers for breeding programs of *Phalaenopsis* orchids.

## Materials and methods

### Plant materials and phenotyping

A total of 117 individuals from the F1 generation *P.* Intermedia and their parents, *P. aphrodite* and *P. equestris*, were used for both genotyping and phenotyping in this study. We analyzed the aesthetic phenotypes of these plants with the flower size-related traits, including width, length, and area of flower, sepal, petal, and lip and flower color-related traits and the red area in petal, petal red, lip red, and lip yellow. The traits for flower colors were collected with their CMYK values, magenta and yellow corresponding to red and yellow colors, respectively, in plant flower color. All plants were grown under normal light and the temperature was controlled between 23 °C and 27 °C in the greenhouse at Taiwan Sugar Corp. (Tainan, Taiwan). The correlation among all traits were estimated by using Pearson correlation in R^58^. The parental materials *P. aphrodite* and *P. equestris*, and the *P.* Intermedia, offspring derived from the cross between them, are all commercially available. The authenticity of these materials was verified by Taiwan Sugar Corp. These materials have been deposited in the greenhouse at National Cheng Kung University. Experimental research and field studies of plants, including the collection of plant material, comply with relevant institutional, national, and international guidelines and legislation.

### Two- enzyme GBS approach

DNA extraction involved using the Qiagen DNeasy 96 Plant kit (Cat. no. 69181, Qiagen) following the manufacturer’s protocol. For the two-enzyme GBS approach, *HinpI 1* and *Ape*K1 were paired with *HaeIII* for library preparation following a previous protocol^59^ with minor modifications. Single-end sequencing of multiplex GBS libraries involved using Mi-seq (for *HinpI* 1 library) and Illumina HiSeq2000 (for *ApeK* I library) platforms. Illumina sequence read processing, mapping, and SNP calling involved using the TASSEL-GBS pipeline^60^. The raw data of the above libraries and SNPs were uploaded into NCBI (accession no. GSE176215).

### Genetic map construction

To construct the basic genetic map, 23 SSRs that were polymorphic between the two parents and 1,191 SNPs from the *HinpI* 1 GBS library were collected. The OneMap^61^ package implemented in R^58^ was used to conduct recombination fractions and linkage phase estimation and construct a linkage map. The linkage groups (LGs) were identified by a 2-point test, then the genetic map was obtained. Any pairwise markers with logarithm of odds (LOD) score > 4.0 and recombination fraction < 0.50 were considered linked between any pairwise markers. The ordering algorithms was applied to each group. An exhaustive search was performed with the “compare” function for groups with < 6 markers to obtain the best order. The “order.seq” command was used for groups with > 6 markers. The best order was used as a structure for the following inclusion of new markers. Once these groups were obtained, the “try.seq” function was used to confirm markers linked over unlinked according to the initial procedure and that likely participated in the pre-ordered groups. The LGs with > 5 markers were reconstructed by using the “ripple” algorithm within a sliding window of 5 markers as the final step. Manual adjustment was used as required throughout the map-building process. In total, 27 LGs were sketched by using MAPCHART 2.30^62^. The constructed genetic maps then were rearranged according to SSRs and SNP markers that corresponded to 19 putative groups of scaffolds, which were grouped in parallel with the 21,350 BAC-end sequences (BESs) from pair-end sequencing. The homologous groups (HGs) were established from LGs that contained markers from the same group of scaffolds.

### GWAS

The following analyses involved using TASSEL5.0^60^. The SNP calling involved using Bowtie 2 in TASSEL5.0 with default settings. A kinship matrix and principal component analysis (PCA) was used with all SNPs. The mixed linear model (MLM) was used to identify the association between traits and SNPs:

$$ y = X\beta + Zu + e $$

where y indicates the phenotype observed and stored as a vector, β an unknown fixed effect shown as a vector as well, and genetic marker and population structure (Q) are counted here. “u” is a random additive genetic effect from multiple background QTL for individuals but is an unknown vector. X and Z are the known design matrices. “e” is an unobserved vector of random residual.

### LD estimation

For LD estimation, SNPs with the fewest missing data (NA) among all samples were selected every 5000 bp, then the LD was estimated among each of the collected SNPs. The LD plot and LD estimation involved using R^58^. The estimated LD between any two loci was based on comparing the observed and expected frequency of one haplotype, as follows:

$$ {\text{D}}_{{{\text{AB}}}} = {\text{P}}_{{{\text{AB}}}} - {\text{P}}_{{\text{A}}} {\text{P}}_{{\text{B}}} $$

where P_AB_ indicates the frequency of observed haplotype and P_A_P_B_ the frequency of the expected haplotype from two loci.

### Candidate gene identification

To predict the candidate genes around the significant associated SNPs, sequences of 50 Kb upstream and downstream around the most significant associated SNPs were extracted based on the LD decay region. The extracted sequences were uploaded to NCBI for BLAST analysis with default settings, and only genes with a total score > 150 and belonging to *P. equestris* were selected as candidates.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated in this study are available in NCBI with the accession number GSE176215.

# Supplementary material for: High-density genetic map and genome-wide association studies of aesthetic traits in Phalaenopsis orchids
**Source:** Sci Rep. 2022 Feb 28;12:3346. doi: 10.1038/s41598-022-07318-w
**Supplement:** Supplementary file 1 — Supplementary Information.

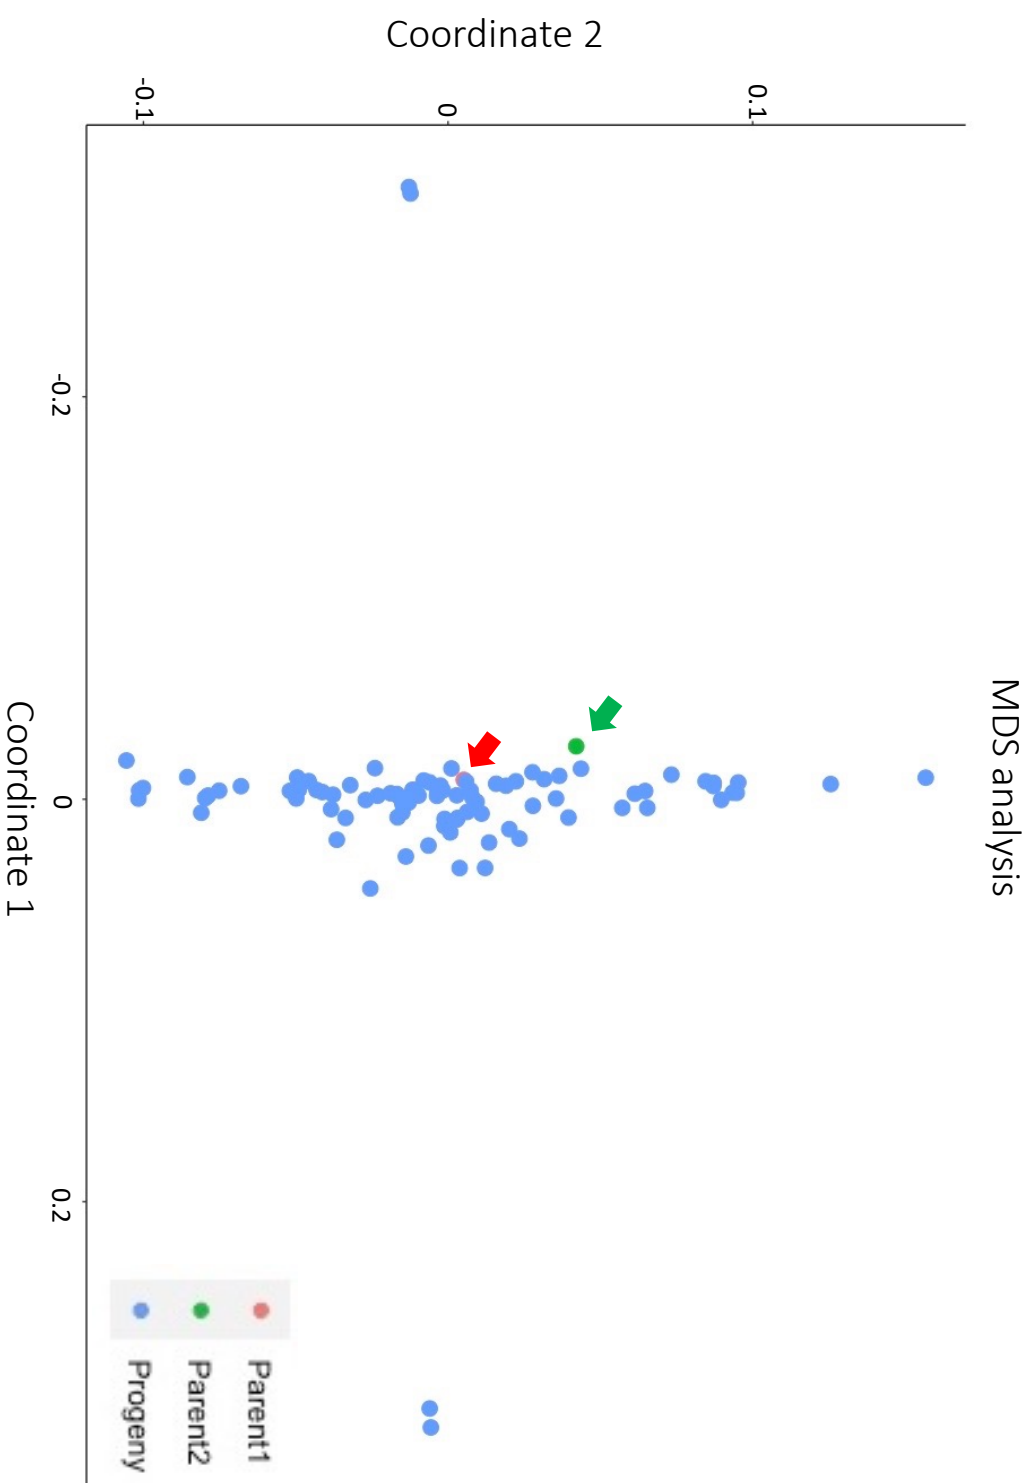

Supplementary Figure S1. Multidimensional scaling (MDS) analysis based on single nucleotide polymorphisms (SNPs) from two genotyping-by-sequencing (GSB) analyses. (Hsu et al. 2021)

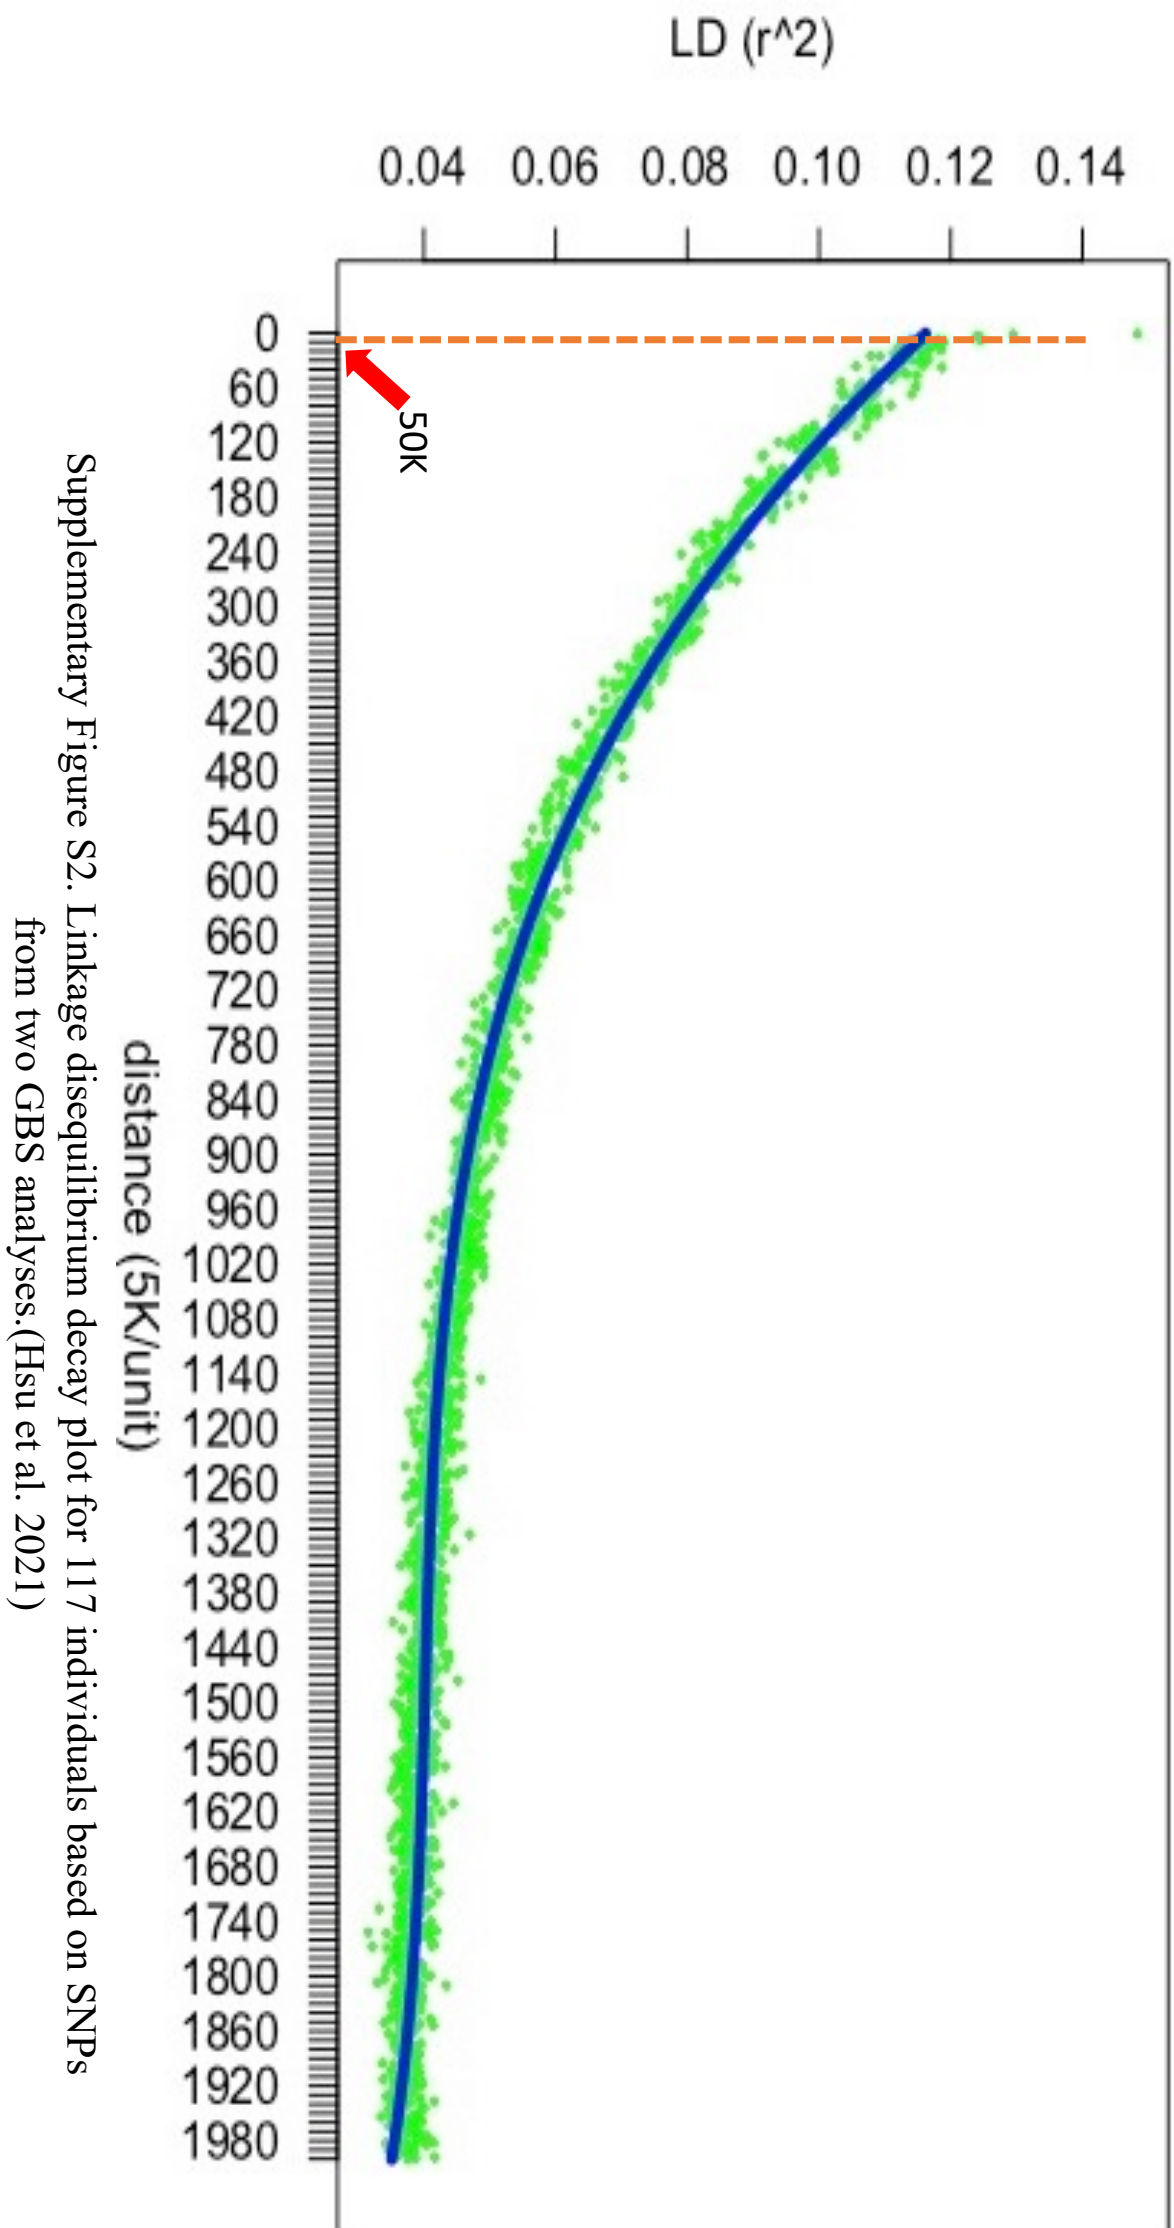

Supplementary Figure S2. Linkage disequilibrium decay plot for 117 individuals based on SNPs from two GBS analyses. (Hsu et al. 2021)

Supplementary Table S1. Correlation coefficient among all floral aesthetic traits.

| Combination | Trait 1    | Trait 2      | Correlation coefficient | p-value    |
|-------------|------------|--------------|-------------------------|------------|
| 1           | FlowerArea | PetalArea    | 0.96                    | 9.8584E-52 |
| 2           | SepalW     | SepalArea    | 0.94                    | 6.5605E-44 |
| 3           | SepalL     | SepalArea    | 0.94                    | 4.2734E-43 |
| 4           | FlowerW    | SepalArea    | 0.93                    | 1.7938E-38 |
| 5           | FlowerArea | SepalArea    | 0.92                    | 2.0824E-37 |
| 6           | FlowerW    | FlowerArea   | 0.92                    | 5.2281E-37 |
| 7           | FlowerW    | SepalL       | 0.90                    | 1.8889E-33 |
| 8           | PetalMag   | PetalMagArea | 0.89                    | 5.6991E-32 |
| 9           | SepalArea  | PetalW       | 0.88                    | 1.0687E-29 |
| 10          | PetalW     | PetalArea    | 0.88                    | 1.64E-29   |
| 11          | FlowerW    | PetalL       | 0.88                    | 3.2791E-29 |
| 12          | SepalW     | PetalW       | 0.87                    | 9.2184E-29 |
| 13          | FlowerArea | PetalW       | 0.87                    | 1.6116E-28 |
| 14          | SepalArea  | PetalArea    | 0.86                    | 1.4851E-27 |
| 15          | FlowerW    | SepalW       | 0.85                    | 1.7441E-26 |
| 16          | FlowerArea | SepalW       | 0.85                    | 2.5157E-26 |
| 17          | SepalArea  | PetalL       | 0.85                    | 7.5067E-26 |
| 18          | FlowerArea | SepalL       | 0.85                    | 9.2969E-26 |
| 19          | SepalL     | PetalL       | 0.85                    | 1.872E-25  |
| 20          | FlowerW    | PetalArea    | 0.84                    | 5.5431E-25 |
| 21          | FlowerL    | SepalL       | 0.82                    | 5.8328E-23 |
| 22          | FlowerW    | FlowerL      | 0.81                    | 2.9466E-22 |
| 23          | PetalW     | LipArea      | 0.81                    | 4.5791E-22 |
| 24          | FlowerW    | PetalW       | 0.81                    | 6.9766E-22 |
| 25          | SepalW     | PetalArea    | 0.81                    | 1.2476E-21 |
| 26          | FlowerArea | PetalL       | 0.80                    | 2.0406E-21 |
| 27          | SepalW     | SepalL       | 0.80                    | 2.6157E-21 |
| 28          | SepalW     | PetalL       | 0.79                    | 4.2783E-20 |
| 29          | PetalArea  | LipArea      | 0.78                    | 1.4289E-19 |

|    |            |              |      |            |
|----|------------|--------------|------|------------|
| 30 | SepalL     | PetalW       | 0.78 | 1.8395E-19 |
| 31 | FlowerL    | FlowerArea   | 0.78 | 3.6158E-19 |
| 32 | LipMag     | PetalMag     | 0.77 | 1.1067E-18 |
| 33 | FlowerL    | SepalArea    | 0.77 | 1.6234E-18 |
| 34 | LipMag     | PetalMagArea | 0.77 | 2.4223E-18 |
| 35 | FlowerArea | LipArea      | 0.76 | 2.9053E-18 |
| 36 | SepalL     | PetalArea    | 0.75 | 2.06E-17   |
| 37 | FlowerL    | PetalL       | 0.75 | 5.1772E-17 |
| 38 | PetalW     | PetalL       | 0.74 | 7.1604E-17 |
| 39 | SepalW     | LipArea      | 0.74 | 1.3416E-16 |
| 40 | SepalArea  | LipArea      | 0.72 | 9.7395E-16 |
| 41 | PetalL     | PetalArea    | 0.71 | 6.6615E-15 |
| 42 | FlowerW    | LipArea      | 0.70 | 3.8254E-14 |
| 43 | LipW       | LipArea      | 0.69 | 8.299E-14  |
| 44 | FlowerL    | PetalArea    | 0.65 | 5.4504E-12 |
| 45 | FlowerL    | SepalW       | 0.64 | 1.8116E-11 |
| 46 | PetalL     | LipArea      | 0.63 | 2.8382E-11 |
| 47 | SepalL     | LipArea      | 0.63 | 3.9651E-11 |
| 48 | PetalW     | LipW         | 0.61 | 2.3886E-10 |
| 49 | SepalW     | LipW         | 0.60 | 4.4102E-10 |
| 50 | FlowerL    | PetalW       | 0.59 | 1.5119E-09 |
| 51 | SepalArea  | LipW         | 0.57 | 7.2914E-09 |
| 52 | FlowerArea | LipW         | 0.55 | 3.1565E-08 |
| 53 | PetalArea  | LipW         | 0.52 | 1.9242E-07 |
| 54 | FlowerW    | LipW         | 0.51 | 2.4719E-07 |
| 55 | PetalL     | LipW         | 0.49 | 1.0063E-06 |
| 56 | SepalL     | LipW         | 0.48 | 1.5682E-06 |
| 57 | PetalW     | LipL         | 0.44 | 1.2913E-05 |
| 58 | LipL       | LipArea      | 0.42 | 3.4169E-05 |
| 59 | FlowerL    | LipArea      | 0.42 | 5.1203E-05 |
| 60 | SepalW     | LipL         | 0.40 | 8.5349E-05 |
| 61 | PetalL     | LipL         | 0.40 | 0.00010528 |

|    |            |              |       |            |
|----|------------|--------------|-------|------------|
| 62 | SepalL     | LipL         | 0.37  | 0.00036354 |
| 63 | SepalArea  | LipL         | 0.37  | 0.00041685 |
| 64 | FlowerL    | LipW         | 0.36  | 0.00060408 |
| 65 | FlowerW    | LipL         | 0.33  | 0.00156091 |
| 66 | FlowerArea | LipL         | 0.31  | 0.00329129 |
| 67 | LipW       | LipL         | 0.27  | 0.00987444 |
| 68 | PetalArea  | LipL         | 0.24  | 0.0223141  |
| 69 | FlowerL    | LipL         | 0.21  | 0.04991455 |
| 70 | LipYel     | PetalMag     | 0.07  | 0.51650471 |
| 71 | LipMag     | LipYel       | 0.01  | 0.90589087 |
| 72 | SepalW     | LipYel       | -0.01 | 0.92255616 |
| 73 | LipL       | LipYel       | -0.02 | 0.87972449 |
| 74 | LipYel     | PetalMagArea | -0.02 | 0.85000798 |
| 75 | PetalW     | LipYel       | -0.06 | 0.58544188 |
| 76 | LipL       | LipMag       | -0.06 | 0.55450118 |
| 77 | SepalArea  | LipYel       | -0.08 | 0.46384119 |
| 78 | FlowerW    | LipYel       | -0.08 | 0.4469432  |
| 79 | LipW       | LipYel       | -0.09 | 0.38404017 |
| 80 | LipArea    | LipYel       | -0.11 | 0.31635108 |
| 81 | LipW       | LipMag       | -0.11 | 0.28330287 |
| 82 | FlowerArea | LipYel       | -0.12 | 0.27234977 |
| 83 | PetalArea  | LipYel       | -0.12 | 0.25240006 |
| 84 | LipW       | PetalMag     | -0.13 | 0.23945199 |
| 85 | SepalL     | LipYel       | -0.13 | 0.21883355 |
| 86 | LipArea    | PetalMag     | -0.15 | 0.15710648 |
| 87 | LipL       | PetalMag     | -0.15 | 0.14957479 |
| 88 | PetalL     | LipYel       | -0.16 | 0.13557035 |
| 89 | LipArea    | LipMag       | -0.16 | 0.12435131 |
| 90 | LipL       | PetalMagArea | -0.18 | 0.09644586 |
| 91 | SepalW     | PetalMag     | -0.19 | 0.07817008 |
| 92 | FlowerL    | LipYel       | -0.19 | 0.07660318 |
| 93 | LipW       | PetalMagArea | -0.22 | 0.04021229 |

|     |            |              |       |            |
|-----|------------|--------------|-------|------------|
| 94  | LipArea    | PetalMagArea | -0.22 | 0.03500814 |
| 95  | SepalArea  | PetalMag     | -0.23 | 0.02671206 |
| 96  | PetalW     | PetalMag     | -0.24 | 0.0227038  |
| 97  | SepalW     | PetalMagArea | -0.25 | 0.01873125 |
| 98  | SepalL     | LipMag       | -0.25 | 0.01659447 |
| 99  | SepalArea  | PetalMagArea | -0.26 | 0.01565296 |
| 100 | FlowerL    | PetalMag     | -0.26 | 0.01523938 |
| 101 | SepalL     | PetalMag     | -0.26 | 0.01415203 |
| 102 | FlowerArea | PetalMag     | -0.26 | 0.01398974 |
| 103 | PetalArea  | PetalMagArea | -0.26 | 0.01313921 |
| 104 | PetalW     | PetalMagArea | -0.26 | 0.01271553 |
| 105 | SepalL     | PetalMagArea | -0.26 | 0.01268041 |
| 106 | SepalW     | LipMag       | -0.27 | 0.01149084 |
| 107 | FlowerW    | PetalMag     | -0.27 | 0.01093822 |
| 108 | PetalW     | LipMag       | -0.27 | 0.00992254 |
| 109 | FlowerArea | PetalMagArea | -0.27 | 0.0091033  |
| 110 | PetalArea  | PetalMag     | -0.28 | 0.00860927 |
| 111 | PetalL     | PetalMag     | -0.28 | 0.00803583 |
| 112 | FlowerL    | PetalMagArea | -0.29 | 0.00620043 |
| 113 | SepalArea  | LipMag       | -0.29 | 0.00597825 |
| 114 | FlowerW    | PetalMagArea | -0.32 | 0.00262037 |
| 115 | PetalL     | LipMag       | -0.32 | 0.00196889 |
| 116 | PetalL     | PetalMagArea | -0.33 | 0.00144003 |
| 117 | FlowerW    | LipMag       | -0.35 | 0.00088484 |
| 118 | FlowerL    | LipMag       | -0.37 | 0.0003806  |
| 119 | FlowerArea | LipMag       | -0.38 | 0.00023445 |
| 120 | PetalArea  | LipMag       | -0.38 | 0.00019548 |

---

Supplementary Table S2. Mapping rate of SSR and SNP markers in linkage analysis of F<sub>1</sub> population from the cross between *P. aphrodite* and *P. equestris*

| Markers                                  | Number of markers |       |       |
|------------------------------------------|-------------------|-------|-------|
|                                          | SSRs              | SNPs  | Total |
| Applicable markers for linkage analysis  | 108               | 1,633 | 1,741 |
| Mapper markers on the linkage map        | 23                | 1,191 | 1,214 |
| Mapping rate of markers (%) <sup>a</sup> | 21.3%             | 72.9% | 69.7% |

<sup>a</sup>(number of mapped markers on the linkage map / number of applicable markers for linkage analysis)\*100%

Supplementary Table S3. Summary of the genetic linkage map consisted of 27 linkage groups (LGs) that constructed from the F<sub>1</sub> population of a cross between *P. aphrodite* and *P. equestris*.

| LG | Number of mapped markers |      |       | Length (cM) | Marker density (cM) <sup>a</sup> |
|----|--------------------------|------|-------|-------------|----------------------------------|
|    | SSRs                     | SNPs | Total |             |                                  |
| 1  | 1                        | 125  | 126   | 1979.33     | 15.71                            |
| 2  | 3                        | 141  | 144   | 1719.35     | 11.94                            |
| 3  | 0                        | 84   | 84    | 1127.93     | 13.43                            |
| 4  | 0                        | 73   | 73    | 1005.06     | 13.77                            |
| 5  | 0                        | 64   | 64    | 900.78      | 14.07                            |
| 6  | 0                        | 69   | 69    | 898.31      | 13.02                            |
| 7  | 2                        | 53   | 55    | 895.73      | 16.29                            |
| 8  | 2                        | 62   | 64    | 817.56      | 12.77                            |
| 9  | 0                        | 84   | 84    | 759.72      | 9.04                             |
| 10 | 0                        | 43   | 43    | 547.06      | 12.72                            |
| 11 | 0                        | 40   | 40    | 410.99      | 10.27                            |
| 12 | 3                        | 24   | 27    | 400.41      | 14.83                            |
| 13 | 2                        | 24   | 26    | 398.48      | 15.33                            |
| 14 | 2                        | 40   | 42    | 330.13      | 7.86                             |
| 15 | 2                        | 18   | 20    | 320.62      | 16.03                            |
| 16 | 1                        | 26   | 27    | 303.6       | 11.24                            |
| 17 | 0                        | 30   | 30    | 287.62      | 9.59                             |
| 18 | 0                        | 19   | 19    | 257.13      | 13.53                            |
| 19 | 1                        | 23   | 24    | 242.89      | 10.12                            |
| 20 | 0                        | 24   | 24    | 241.89      | 10.08                            |
| 21 | 1                        | 23   | 24    | 238.38      | 9.93                             |
| 22 | 0                        | 15   | 15    | 234.75      | 15.65                            |
| 23 | 1                        | 17   | 18    | 184.96      | 10.28                            |

|       |    |      |      |          |       |
|-------|----|------|------|----------|-------|
| 24    | 1  | 17   | 18   | 181.82   | 10.10 |
| 25    | 0  | 21   | 21   | 174.41   | 8.31  |
| 26    | 0  | 17   | 17   | 168.2    | 9.89  |
| 27    | 1  | 15   | 16   | 164.94   | 10.31 |
| Total | 23 | 1191 | 1214 | 15192.05 | 12.51 |

<sup>a</sup>(Length of each LGs (cM) / total number of mapped markers on each LGs)

Supplementary Table S4. Summary of 19 homologous groups (HG) that arranged from 27 linkage groups (LGs) which constructed from the F<sub>1</sub> population of a cross between *P. aphrodite* and *P. equestris*.

| HG    | No. LG    |                          |       |       | Total<br>length<br>(cM) | Scaffold<br>group | Total<br>length<br>(kb) |
|-------|-----------|--------------------------|-------|-------|-------------------------|-------------------|-------------------------|
|       | contained | Number of mapped markers |       |       |                         |                   |                         |
|       |           | SSRs                     | SNPs  | Total |                         |                   |                         |
| 1     | 6, 14     | 2                        | 109   | 111   | 1,228.44                | 1                 | 94,732                  |
| 2     | 5, 12     | 3                        | 88    | 91    | 1,301.19                | 2                 | 82,477                  |
| 3     | 3         | 0                        | 84    | 84    | 1,127.93                | 3                 | 80,517                  |
| 4     | 1         | 1                        | 125   | 126   | 1,979.33                | 4                 | 68,806                  |
| 5     | 7, 15     | 4                        | 71    | 75    | 1,216.35                | 5                 | 65,446                  |
| 6     | 8, 13     | 4                        | 86    | 90    | 1,216.04                | 6                 | 56,085                  |
| 7     | 20        | 0                        | 24    | 24    | 241.89                  | 7                 | 52,232                  |
| 8     | 18        | 0                        | 19    | 19    | 257.13                  | 8                 | 49,399                  |
| 9     | 10, 21    | 1                        | 66    | 67    | 785.44                  | 9                 | 39,942                  |
| 10    | 23        | 1                        | 17    | 18    | 184.96                  | 10                | 35,571                  |
| 11    | 11, 24    | 1                        | 57    | 58    | 592.81                  | 11                | 32,088                  |
| 12    | 19        | 1                        | 23    | 24    | 242.89                  | 12                | 30,943                  |
| 13    | 17, 27    | 1                        | 45    | 46    | 452.56                  | 13                | 30,689                  |
| 14    | 2         | 3                        | 141   | 144   | 1,719.35                | 14                | 28,997                  |
| 15    | 16        | 1                        | 26    | 27    | 303.60                  | 15                | 28,500                  |
| 16    | 9         | 0                        | 84    | 84    | 759.72                  | 16                | 27,263                  |
| 17    | 25, 26    | 0                        | 38    | 38    | 342.61                  | 17                | 24,659                  |
| 18    | 22        | 0                        | 15    | 15    | 234.75                  | 18                | 24,282                  |
| 19    | 4         | 0                        | 73    | 73    | 1,005.06                | 19                | 22,873                  |
| Total | -         | 23                       | 1,191 | 1,214 | 15,192.05               | -                 | 875,501                 |

How the deposited data were processed for this re-analysis (not part of the article)

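Leaf DNA of F1 plants of P. Intermedia and of their parents was cut with HinP1I or ApeKI, each together with HaeIII, and sequenced in 4 multiplexed libraries. The authors deposited genotype calls for 92 columns of plants (90 progeny, Pa and Pe), made with TASSEL-GBS and Bowtie 2 at default settings. The reference build is not given in the sources used here. The deposited values are letters for genotypes and carry no scale of measurement. The authors' own label for the table names a nearest-neighbor imputation and a minor allele frequency filter at 0.05. The lowest frequency found was 0.05, and 33.4% of calls were still missing, so which calls were imputed is unknown. The table gives no read depth, and no limit from depth could be computed. It merges both enzyme pairs, so no result could be split by library or plate. The number of columns of unknown identity that were used was 0.

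Entries with 2 base alleles on chromosomes 1 to 19 were used for all results except the count of entries. Heterozygous letters were read as dosage 1 and missing calls were left out of each pair. An r2 was computed only with at least 20 plants called at both SNPs. LD decay used 1 SNP per 5 kb, up to 10 Mb, and the value between chromosomes came from 200000 random pairs. Parents were left out of all LD values unless stated. MDS used the chance that drawn alleles differ, as in TASSEL. Ratios of the 2 most frequent classes were tested with exact two-sided binomial tests. The r2 between associated SNPs was tested with 100000 permutations of plants. Both were adjusted by the Benjamini-Hochberg method. Leaving out the 2 plants farthest from the median was not used for r2, since SNPs have at most 3 dosage classes and many plants tie. For the chromosome of the best LD partner, 1 SNP per 100 kb was used and Wilson intervals of 95% were given; SNPs are linked, so these intervals are too narrow. Effective tests were counted as principal components holding 99.5% of variation per chromosome.

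The SNPs named are the 10 of Table 2, whose values in the paper's tables and figures had been read beforehand. Plants are named only as parents, as members of near-identical pairs or as lying beyond the MDS limit. Further SNPs or plants were not named. The tests behind the passages, the samples they use and most alternatives were set before the data were examined. A further 8 alternatives were added later, as were the comparisons between SNPs with few and with many missing calls and the tests named as such at the top of each closing part. For the tests of errors by the share of allowed calls and of plant names by LD, the written criterion gave an answer, and both were set by hand to undecided after the values had been seen. Chance for the associated SNPs among those with few missing calls was likewise first answered from draws of SNPs, and left undecided once draws of places had been added. The alternatives concerned minor allele frequency of at least 0.1, missing calls in at most 20% of plants, outlying plants, near-identical plants, parents, heterozygous calls, SNP density and the summary used.

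The steps were tested on a simulated cross of 90 plants with 19000 SNPs on 19 chromosomes. The share of progeny calls allowed by the parents was 100% without errors and 67.4% with 50% of heterozygotes lost. The best LD partner was on the same chromosome for 100% of SNPs without errors, and for 85.7% with 50% of heterozygotes lost and 20% missing. Of 1000 SNPs with a true 1:1 ratio, 3.9% had an exact binomial p under 0.05. The rule for near-identical plants failed its first test. With 5 simulated chromosomes it found 42 pairs where 1 had been made, and with 19 chromosomes the drawn-alleles distance found 0 of 1. The rule was therefore moved to the difference in dosage, which found 1 of 1 with 19 chromosomes. This was chosen from the simulation, although drawn-alleles values of the real plants had been seen. By dosage, PaPe63 and PaPe89 (distance 0.106) and PaPe52 and PaPe76 (0.1764) lay under the limit of 0.1765, the latter pair only just. By drawn alleles only PaPe63 and PaPe89 did, at 0.163 against 0.206.

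Phenotypes, association p-values, the linkage map, SSR markers and candidate genes were not analysed here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.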

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

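No test in this part was chosen after the result was seen; the test of chromosome label 20 was set beforehand.

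The table has 860 entries on a chromosome labelled 20, which the paper's Table 1 does not list, and 832 of them have 2 base alleles. They stand out as calls outside the 19 chromosomes that the paper reports on. If the label joined sequence from many places, the best LD partners of these SNPs would lie mostly elsewhere. Of 267 such SNPs tested, 22 had their best partner under the same label, 8.24% (Wilson 95% interval 5.50 to 12.2), where 3.27% would be drawn by SNP number alone. The value is consistent with a label that joins unplaced sequence, with some of it from shared places, since the interval lies above 3.27%. For comparison, 48.8% of SNPs on chromosomes 1 to 19 had their best partner on their own chromosome. No biological explanation was tested, since the design gives no condition.

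At 4 associated SNPs the calls include a class that the paper's plots leave out; at S9_14147427 it is 1 progeny homozygous for T, a single call. At S5_45647571, 34 progeny were heterozygous, the second most frequent class, while Fig. 6 shows the homozygotes C and T, of which T has 7 progeny. At S5_24984925, 9 heterozygous progeny are not shown in Fig. 4, and at S5_23606179, 8 progeny homozygous for T are not. The parents' calls do not allow T at S5_45647571 or S9_14147427, A at S5_24984925, or either homozygote at S5_23606179. All 10 associated SNPs have missing calls in at most 20% of plants. Heterozygotes read as homozygotes stay open and were not tested at these SNPs, since the table holds no read depth. No biological explanation was tested.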

How the results depend on the processing

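Of the alternatives in this part, those chosen after the data had been seen are the count of entries with 2 base alleles on chromosomes 1 to 19, MDS by difference in dosage, the best LD partner at missing calls in at most 20% of plants or with label 20 included, the splits of progeny by missing calls, and the comparison of local LD with random SNPs with few missing calls. No paired analysis was possible because the libraries carry plate numbers and no replicates, and each plant has 1 column.

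The number of pairs of associated SNPs in LD stayed within 16 to 21 of 45 under all settings tried, planned and added. The count was 16 with heterozygous calls as missing and in progeny with few calls only. Both settings left some pairs without a value, so 16 does not measure weaker LD alone. The 1:1 ratios gave 0 adjusted departures with parents included, with outlying plants left out and with 1 plant of each near-identical pair kept. The share of allowed calls stayed between 57.9% and 59.7%, and the effective number of tests between 1042 and 1379. The highest percentile of local LD among associated SNPs was 43.5 against random SNPs of the whole table and 55.2 against random SNPs with missing calls in at most 20% of plants. Both belong to an r2 of 1 and are capped by ties at that value.

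Limiting SNPs to missing calls in at most 20% of plants changed most. The number of entries fell to 8301 and the average distance rose to 131491 bp, both because fewer SNPs were left. The number of SNPs led by opposite homozygotes was 3653 for the same reason. The plants beyond the MDS limit numbered 2. Mean r2 at 45 to 50 kb was 0.0582 and mean r2 between chromosomes 0.0145; for these the cause was not tested.

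The median distance between adjacent SNPs was 31 bp. The plants beyond the MDS limit numbered 14 by principal component analysis and 4 by difference in dosage. With outlying plants left out, mean r2 at 45 to 50 kb was 0.191 and between chromosomes 0.0210. With heterozygous calls as missing these were 0.193 and 0.0335. The median in place of the mean gave 0.0341 at 45 to 50 kb. The best partner lay on the same chromosome for 42.9% of SNPs with partners more than 1 Mb away, 50.9% at a minor allele frequency of at least 0.1, 52.1% with outlying plants left out and 47.1% with label 20 included. The cause was not tested for any of these. With heterozygous calls as missing, r2 of S5_10776122 and S9_14147427 had no value, since heterozygotes are one of the classes there.

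The table holds no read depth, so what depth limits could not be measured. The share of missing calls per plant, up to 96.3%, cannot stand in for it. Of the 105873 SNPs with missing calls in more than 20% of plants, 103011 were called in at most 1 of the 30 progeny with few calls. Missing calls in these progeny thus follow the set of SNPs, and whether depth is behind them cannot be told.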

Differences from the paper's values

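No test in this part was chosen after the result was seen. Among SNP numbers, average distances, r2 at 50 kb, plant numbers and class sizes, none differed by more than 1.5 times under the main settings. Chromosome lengths and the distance of LD decay were not part of that comparison.

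The paper also states a decay at 50 kb, which was not seen here under the main settings. The mean r2 was 0.181 up to 5 kb, 0.153 between 50 and 100 kb and 0.123 between 500 and 1000 kb. The paper places r2 under 0.12 at 50 kb, and the mean r2 at 45 to 50 kb here was 0.156 with an SD of 0.0265 between chromosomes. Among the alternatives set before the data were examined, SNPs with missing calls in at most 20% of plants (0.0582) and the median r2 (0.0341) fell under the paper's value. All SNPs (0.142), parents included (0.155), a minor allele frequency of at least 0.1 (0.161), 1 plant of each near-identical pair kept (0.164), outlying plants left out (0.191) and heterozygous calls as missing (0.193) did not.

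Table 1 of the paper gives chromosome 5 a length of 49315034 bp. The last SNP called on it was at position 60870923, with 2518 SNPs beyond that length. The last SNP lay beyond the listed length on 16 of the 19 chromosomes. On chromosome 19 it was at position 13277102, against a listed length of 4661377 bp. The paper counts 117 F1 individuals, and 90 progeny were analysed here. The class sizes in Figs. 4 to 7 match the counts with parents included for 20 of 20 classes.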

Other observations

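Of the tests in this part, those chosen after the result or part of it had been seen are the 3 probabilities for associated SNPs among SNPs with few missing calls, the tests of LD in plants with calls at most SNPs, of sequence tags placed wrongly, of the parent columns, of errors in either set of SNPs, of LD near each other between the sets, of LD at any position with equally many partners, of heterozygous progeny at opposite homozygotes and of the ranks of the close pairs, and every test with the sharper division of SNPs; the others were set beforehand. In what follows, SNPs with few missing calls are those with missing calls in at most 20% of plants.

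All 10 associated SNPs are among the 7644 SNPs with few missing calls, which are 6.73% of the SNPs. The hypergeometric probability is 1.9e-12 if the SNPs are taken as independent draws, which they are not, since they form 2 groups in LD. With 1 SNP from each group the probability is 0.0045 if SNPs are drawn, and 0.058 if places are drawn, with SNPs of each set thinned to 1 per 100 kb. Chance was first read as excluded by 0.0045; since the answer depends on the unit that is drawn, chance stays open. The plants called at an associated SNP number 79 to 92, and power to detect an association at SNPs called in fewer plants is a candidate explanation that was not tested, since trait values were not analysed here. A further candidate is given with the last pattern of this part.

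The SNPs of lip yellow color and of petal magenta area each include 1 SNP on another chromosome that is in LD with chromosome 5. For S2_195281745 and S5_43867748 the r2 of 0.783 may reflect 1 locus placed on 2 chromosomes of the reference, as may the 0.621 for S9_14147427 and S5_10776122. Of the SNPs with r2 of at least 0.3 with S9_14147427, 22 of 27 lie on chromosome 5 and 2 on chromosome 9; for S2_195281745, 29 of 42 lie on chromosome 5 and 13 on chromosome 2. LD made by plants with few calls is argued against, since r2 of S2_195281745 and S5_43867748 was 0.762 in the other progeny. The highest r2 among many unlinked SNPs is argued against too, because with plants permuted 1000 times the highest value reached was 0.376 on chromosome 2 and 0.297 on chromosome 9. A single SNP placed wrongly within a correctly placed region could not be judged from neighbors within 50 kb. The 3 neighbors that shared the LD lie so close that they may be on the same fragment. Among SNPs with few missing calls 1 kb to 1 Mb away, 3 of 15 separate places near S2_195281745 had r2 of at least 0.3 with S5_43867748. More than 1 place argues against 1 SNP or 1 sequence tag alone placed wrongly on chromosome 2, although most places there lack this LD. Near S9_14147427 the number was 0 of 6 places, which is what 1 tag placed wrongly on chromosome 9 would give. A true exchange between chromosomes, or selection in the cross, was not tested.

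At 10490 SNPs each homozygote was present in at least 5 progeny and no progeny was heterozygous. The SNPs with heterozygous progeny compared with them also had at least 5 of each homozygote. Heterozygotes called as homozygotes at low depth predict few heterozygous calls in the parents too, and Pe was heterozygous at 4.54% of these SNPs, against 19.3% of SNPs with heterozygous progeny. An unreadable allele from one parent predicts more SNPs at which one parent alone is heterozygous, and there were 6.02%, against 22.7%. These values decide nothing, because the parents' columns do not stand apart from progeny over most of these SNPs. A repeat limited to SNPs with few missing calls came out differently. At 973 such SNPs one parent alone was heterozygous at 46.9%, against 38.0%, which is consistent with an unreadable allele at some of them. Pe was heterozygous at 37.4%, against 23.5%, and the prediction for low depth failed for Pe, while Pa (9.66% against 15.4%) went the other way, so low depth and an unreadable allele cannot be told apart without read depth. No biological explanation was tested.

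Progeny calls that the parents allow made up 59.6% of calls. At SNPs where Pa and Pe were opposite homozygotes, 15.3% of progeny calls were heterozygous, where the cross allows no other class. The value pools 31.6% over SNPs with few missing calls and 11.0% over the other SNPs, both among 60 well-called progeny. With pairs of well-called progeny in place of the parents, the share for Pa and Pe was at percentile 34.0, so whether the parent columns hold other plants cannot be told apart from errors by this measure. In a simulated cross with 50% of heterozygotes lost the true parents were at percentile 100. It ranks Pa and Pe low, at percentile 8.44, even over SNPs with few missing calls, where they are farther apart than any pair of well-called progeny. For the same reason the 57.9% allowed over SNPs with few missing calls does not decide whether errors at SNPs with many missing calls are behind part of the disallowed calls. By the criterion written for this test a similar share counted against such errors, and that reading was dropped after the values had been seen. The heterozygous share at opposite homozygotes is higher over SNPs with few missing calls, but even there most progeny calls are not heterozygous, so disallowed calls are not limited to SNPs with many missing calls.

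The best LD partner more than 100 kb away lay on the same chromosome for 48.8% of 8148 SNPs, against 9.08% by SNP number. Noise from missing calls as the cause is argued against, because the share was 49.0% over SNPs with few missing calls, where 22.1% would be drawn by SNP number. Wrong placement in the reference was not tested for the table as a whole. The effective number of independent tests was 1379, with at most 1691 possible for 90 progeny.

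Of the 8 plants beyond the MDS limit, 3 had at most 10% missing calls, so few called SNPs do not account for all of them, although 0 of the 8 stayed beyond the limit over SNPs with few missing calls.

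The last pattern is that Pa and Pe were far apart over the 7644 SNPs with few missing calls (0.657) and not over the other 105873 (0.377). Over the other SNPs the farthest plants were PaPe63 and PaPe76 (0.655), PaPe63 and PaPe89 were close (0.146) and so were PaPe52 and PaPe76 (0.231). Over SNPs with few missing calls PaPe52 and PaPe76 were near the median of other pairs (0.394 against 0.396). PaPe63 and PaPe89 were at 0.356 there, far above 0.146 and within the range of other pairs (lowest 0.354), although only 2 of 1540 other pairs were closer; this pair decides nothing. A hypothesis is that plant names may differ between the 2 sets for some plants. In 56 well-called progeny, without PaPe52, PaPe63, PaPe76 and PaPe89, pairs 1 to 50 kb apart with 1 SNP from each set had a mean r2 of 0.0220, against 0.0204 between chromosomes, 0.0878 within the SNPs with few missing calls (SD between chromosomes 0.0563) and 0.172 within the other SNPs (SD 0.00844). From 50 to 500 kb the means were 0.0218 across the sets (SD 0.00277), 0.0803 (SD 0.0315) within the SNPs with few missing calls and 0.152 (SD 0.00897) within the other SNPs. With all 60 well-called progeny the mean across the sets at 1 to 50 kb was 0.0209, against 0.0194 between chromosomes. For pairs 1 to 50 kb apart across the sets, a simulation with the same names gave 0.129 and with permuted names 0.0162. Relatedness gave a mixed answer. Pairwise distances of the 60 well-called progeny correlated by 0.730 and 0.986 between alternate 1 Mb blocks within each set (Mantel permutation p = 1e-05, the smallest possible), and by 0.0403 between the sets (p = 0.22), or 0.0811 over all SNPs (p = 0.075). Without PaPe52, PaPe63, PaPe76 and PaPe89, whose distances stand apart, the correlation between the sets was 0.101 (p = 0.0056), and over all SNPs 0.136 (p = 0.00028). Simulated values were 0.770 with the same names and -0.0138 with permuted names.

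Further results went both ways. A test set beforehand held that PaPe52 or PaPe76 with PaPe63 or PaPe89 would serve as parents over the other SNPs better than 95% of pairs. It failed, with a highest percentile of 24.0. The measure picked out true parents in simulation (percentile 100), but it does not pick out Pa and Pe in these calls. Heterozygous progeny calls at opposite homozygotes of these 4 pairs, looked at afterwards, made up 39.2% to 39.7%, against 11.0% for Pa and Pe. Over SNPs with few missing calls the order was the other way, with 31.6% for Pa and Pe and 8.18% to 10.7% for the 4 pairs. These values go with the hypothesis. A second test set beforehand asked whether the sets hold positions from different references. The median over SNPs with few missing calls of the highest r2 with other SNPs at any position was 0.272, above the highest of 100 values with permuted names (0.252). In simulation it was 0.450 with the same names and 0.232 with permuted names. Within the sets, with fewer partners, it was 0.290 for SNPs with few missing calls and 0.617 for the other SNPs. With 1168 partners in each comparison it was 0.207 between the sets (highest permuted 0.197), 0.290 within the SNPs with few missing calls (0.209) and 0.504 within the other SNPs (0.199). A value above the permuted ones goes against names that differ for every plant. Different positions predict such a value too. With 1168 partners, however, 0.207 lay nearer the highest permuted value (0.197) than the values within the sets (0.290 and 0.504). Different positions alone are argued against by the distance of Pa and Pe (0.377 over the other SNPs), which uses no positions. A division of SNPs by calls in the 30 plants with few calls, made afterwards, kept 103011 other SNPs called in at most 1 of them. It left the median highest r2 at 0.256 (highest permuted 0.243) and the Mantel correlation at 0.0398 (p = 0.23), or 0.101 (p = 0.0055) without the 4 plants. More errors made at each of the other SNPs separately are argued against by their r2 of 0.172. Errors shared by neighboring SNPs, or made by the imputation, need not lower r2 and stay open. A weak relation between the sets is what names that differ for some plants and not for every plant would leave. By the criterion written for it, LD near each other between the sets came out for the hypothesis, but the hypothesis was left open after the later results had been seen. It was found and tested on the same calls, its test by relatedness depends on whether 4 plants are included, and different positions together with a further cause were not tested. No plant was renamed, and no biological explanation was tested. If names did differ, associations could be found only in the set whose names match the traits, which was not tested.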
